# Histone 4 lysine 8 acetylation regulates proliferation and host–pathogen interaction in *Plasmodium falciparum*

**DOI:** 10.1186/s13072-017-0147-z

**Published:** 2017-08-22

**Authors:** Archana P. Gupta, Lei Zhu, Jaishree Tripathi, Michal Kucharski, Alok Patra, Zbynek Bozdech

**Keywords:** *P. falciparum*, H4K8ac, Chromatin, Transcriptional dynamics, HDAC inhibitors, ChIP-Seq

## Abstract

**Background:**

The dynamics of histone modifications in *Plasmodium falciparum* indicates the existence of unique mechanisms that link epigenetic factors with transcription. Here, we studied the impact of acetylated histone code on transcriptional regulation during the intraerythrocytic developmental cycle (IDC) of *P. falciparum*.

**Results:**

Using a dominant-negative transgenic approach, we showed that acetylations of histone H4 play a direct role in transcription. Specifically, these histone modifications mediate an inverse transcriptional relationship between the factors of cell proliferation and host–parasite interaction. Out of the four H4 acetylations, H4K8ac is likely the rate-limiting, regulatory step, which modulates the overall dynamics of H4 posttranslational modifications. H4K8ac exhibits maximum responsiveness to HDAC inhibitors and has a highly dynamic distribution pattern along the genome of *P. falciparum* during the IDC. Moreover, H4K8ac functions mainly in the euchromatin where its occupancy shifts from intergenic regions located upstream of 5′ end of open reading frame into the protein coding regions. This shift is directly or indirectly associated with transcriptional activities at the corresponding genes. H4K8ac is also active in the heterochromatin where it stimulates expression of the main antigenic gene family (*var*) by its presence in the promoter region.

**Conclusions:**

Overall, we demonstrate that H4K8ac is a potential major regulator of chromatin-linked transcriptional changes during *P. falciparum* life cycle which is associated not only with euchromatin but also with heterochromatin environment. This is potentially a highly significant finding that suggests a regulatory connection between growth and parasite–host interaction both of which play a major role in malaria parasite virulence.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-017-0147-z) contains supplementary material, which is available to authorized users.

## Background

*Plasmodium falciparum*, one of the protozoan parasites responsible for malaria in humans, exhibits coordinated mechanisms of transcriptional regulation during the development through its life cycle. There is mounting evidence that epigenetic mechanisms contribute to this unique gene regulation and thus are vital for the parasite’s growth and development [1–10]. Besides, absence of the linker histone H1 [11], scarcity of transcription factors [12] and lack of a functional RNA interference system [13] has led to a working model in which histone posttranslational modifications (PTMs) play a pivotal role in *P. falciparum* gene regulation. Based on this model, *Plasmodium* epigenome is considered mainly euchromatic [14–16], marked by unique combinations of histone variants and their posttranslational modifications (PTMs) [11, 17–19]. The abundance of parasite specific histone modifications is suggestive of the role of epigenetic mechanisms regulating parasite virulence [18, 19]. Intriguingly, the genome-wide distribution of histone variants and their PTMs is highly dynamic across the *P. falciparum* intraerythrocytic developmental cycle (IDC) [20–23]. Like mRNA abundance, occupancy of many histone marks such as H4K8ac and H3K9ac shows single peak profiles across the IDC in a large proportion of the *P. falciparum* genes [21]. On the other hand, there are histone PTMs whose occupancy is constant throughout the IDC. These include canonical heterochromatin markers such as H3K9me3 and H3K36me3, implicated in gene silencing [14, 24, 25] and few euchromatin histone marks such as H4K5ac and H3K14ac, either abundantly spread through the majority of the genome or confined to a small number of genomic loci [21]. Occupancy of histone variants also contributes to the dynamic chromatin remodeling throughout the *P. falciparum* IDC with some variants which associate with actively transcribed genes, while others play roles in chromatin structure [20, 26–28]. Chromatin remodeling is also affected by dynamic nucleosome structures [29–33] and chromatin binding proteins [34–37] in *P. falciparum.* Likewise, the dynamics is reflected in occupancy of RNA polymerase II exhibiting distinct patterns for early and late expressed genes [38]. Altogether these findings suggest that the time component of the occupancy profiles across the IDC is one of the variables of the overall “histone code” playing a key fundamental role in gene expression during the *Plasmodium* life cycle.

Studying 13 canonical PTMs of H4 and H3, we have previously shown that acetylation of H4 at lysine residue 8 (H4K8ac) is among the most dynamic modifications occupying predominantly the 5′ intergenic regions (5′IGRs) and 5′ termini of the open reading frames (ORFs) of more than half of the *P. falciparum* genes [21]. The single peak occupancy profiles of the 5′IGR/ORF-bound H4K8ac showed good correlation with the respective mRNA profiles across the IDC. This was highly surprising given that the “neighboring” PTMs at the H4 “tail” (H4K5ac and H4K12ac) exhibited a highly abundant but constant occupancy throughout the vast majority of the genome. Treatment of *P. falciparum* parasites with the Class I and II histone deacetylase (HDAC) inhibitor apicidin resulted in induction of the overall protein levels of H4K8ac as well as its occupancy across the genome [39]. H4K8ac (together with H3K9ac) was also found to be an effector of the DNA damage stress response, being induced by treatment of *P. falciparum* parasites with methyl methanesulfonate (MMS) at multiple stages of the IDC [40]. The MMS-induced levels of H4K8ac in *P. falciparum* coincide with transcriptional induction of stress responses. Intriguingly, artemisinin, the main chemotherapeutics for malaria treatment, solicited a similar effect characterized by increased levels of H4K8ac and upregulation of the stress response genes [40]. This strongly suggests that H4K8ac plays a role in transcription regulation associated with both, progression of the *Plasmodium* life cycle, and, responses to external perturbations/stresses. Surprisingly, in other eukaryotic organisms, H4K8ac is yet to be implicated in any major processes of epigenetic regulation of gene expression. In yeast and humans, H4K8ac seems to play an auxiliary role in transcription, being a part of an overall euchromatin-linked histone PTM complex that occupies active promoters [41, 42]. This may suggest that in contrast to most eukaryotes, during the *Plasmodium* evolution, H4K8ac acquired new functions in epigenetic regulation of gene expression and possibly emerged as one of the most crucial histone marks.

All above-mentioned studies, however, provided only associative evidence of H4K8ac involvement in transcription showing modest albeit statistically significant overlaps between H4K8ac-bound genetic loci and transcriptionally deregulated genes [21, 39, 40]. Here, we wanted to establish direct links between H4K8ac and transcription, and evaluate these in context of the neighboring H4 PTMs (H4K5ac, H4K12ac and H4K16ac) detected in *P. falciparum*. For this, we suppressed the studied acetylations in *P. falciparum* cell lines that (over) expressed H4 genes with mutations at lysines 5, 8, 12, 16. The hypoacetylation of histone H4 resulted in broad transcriptional changes characterized by upregulation of genes involved in cell proliferation and downregulation of genes of host–parasite interactions and antigenic presentation/variation. Accordingly, there was an increase in multiplication rate of *P. falciparum* parasites when H4K8ac or all 4 H4 acetylations were suppressed. On the other hand, H4K8 exhibited maximum level of hyperacetylation induced by HDAC inhibitors compared to all other euchromatin marks; however, this hyperacetylation is highly transient. ChIP-Seq results showed that H4K8ac shifts its position back-and-forth between the 5′IGRs in the early and late IDC stages to the 5′ORF in the middle IDC stage. Besides its euchromatin-linked roles, H4K8ac also functions in the context of heterochromatin where it is involved in activation of the major antigenic variation gene family (*var*).

## Results

### Dominant-negative transgenic lines for H4 acetylations

In the first step, we created dominant-negative *P*. *falciparum* transgenic parasite lines transfected with pBcamR plasmid containing HA-tagged H4 genes in which the targeted lysine (K) residues (K5, K8, K12, K16) where replaced with arginine (R) (Additional file 1). In total, we generated five transgenic lines with the individual mutations (H4K5R, H4K8R, H4K12R, H4K16R) or with all 4 lysines changed to arginine (H4ac4R) and two additional control lines with either HA-tag only (HA) or wild-type HA-tagged H4 gene (H4-HA). As expected, there was an increase in the plasmid copy number and expression of the transgenic H4 proteins in *P. falciparum* grown in 10 μg/ml of blasticidin compared to 2.5 μg/ml in all parasite lines (Additional file 2: Figure S1a and Fig. 1a, respectively). Cell lysate fractionation showed that the transgenic H4 proteins could be solubilized only by high salt extraction of the nuclear fraction (Fig. 1b). More importantly, the intensities of HA-tagged H4 proteins were found to be, 3.12-fold higher for H4K8R, 2.6-fold higher for H4K12R and 3.6-fold higher for H4K16R compared to endogenous H4 protein in the transfectants at 10 μg/ml of blasticidin (Fig. 1a and Additional file 2: Figure S1h). This indicates partial but significantly higher displacement of endogenous proteins by the HA-tagged H4 protein. Transgenic proteins were also detected in the acid-extracted histone fractions and immuno-fluorescence microscopy of H4 K8R confirmed its nuclear localization (Additional file 2: Figure S1b). Taken together, these results demonstrate that the episomally expressed H4 proteins are targeted to the *P. falciparum* nucleosomes, presumably displacing the endogenous H4 protein and by that suppressing the respective acetylations. Hence, these transgenic lines provide an experimental tool to investigate the role of H4 lysine residues in epigenetic regulation of gene expression during *P. falciparum* IDC.

**Fig. 1:**
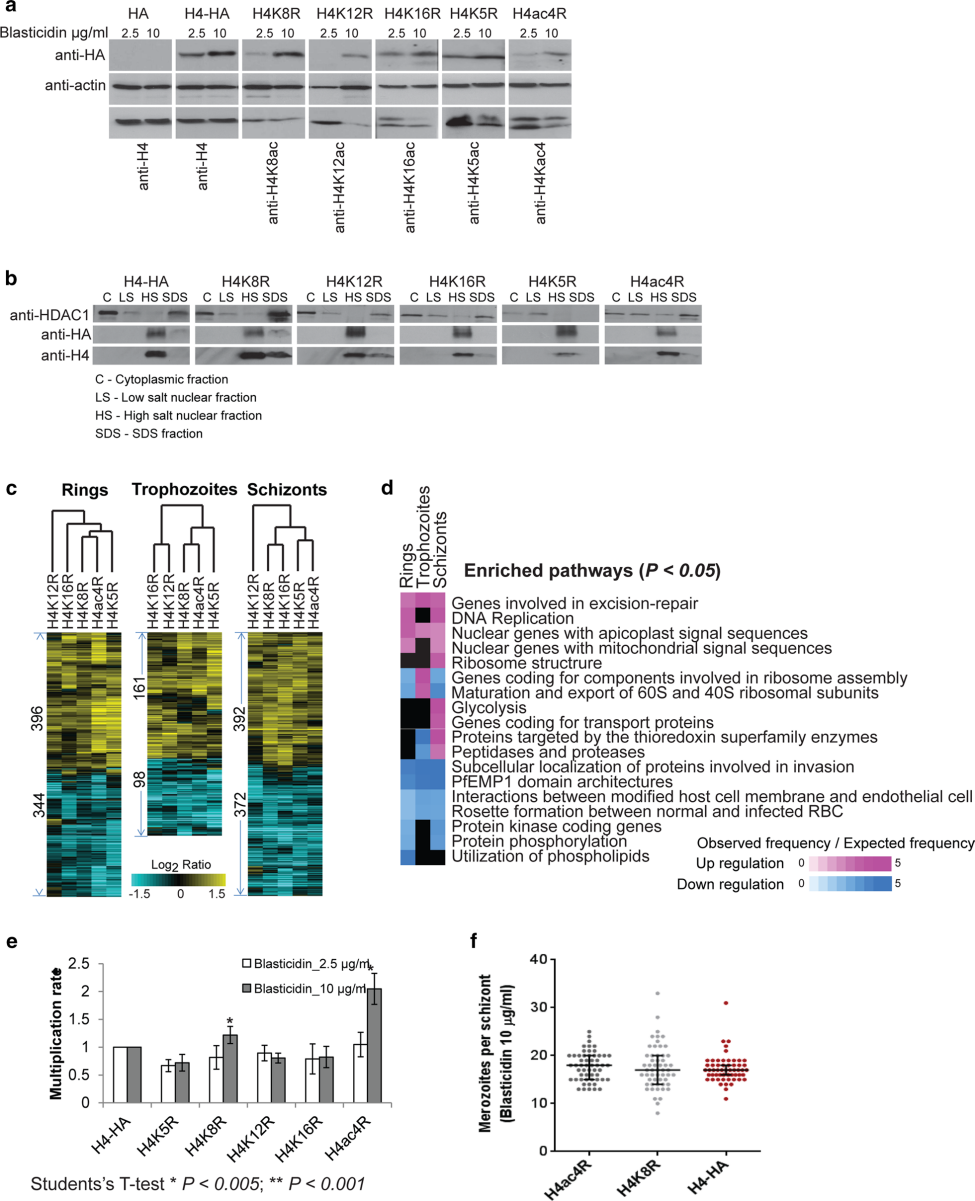
Histone H4 acetylation mutants. **a** Western blot analysis using total protein from the transfectants grown at 2.5 and 10 µg/ml blasticidin to check the presence of HA-tagged H4 proteins using antibodies against HA. Histone antibodies were used as positive control to confirm the expression of endogenous histones and actin was used as a loading control. **b** Western blot analysis carried out from cytoplasmic, low salt nuclear, high salt nuclear and total SDS fractions to confirm nuclear localization of HA-tagged H4 proteins in the transfectants. **c** Microarray expression analysis for transfectants grown at 10 µg/ml blasticidin. *Heat maps* represent the differentially expressed genes in the transfectants at each stage (Student’s *t* test, *P* < 0.05). Data shown is log_2_ ratio of average of biological triplicates, normalized to H4-HA transfectant. **d** Functional pathways significantly up or downregulated in the differentially expressed gene sets (data from **c**) of the transfectants. The *scale* shows the fold enrichment of number of genes in the specific pathways [based on hypergeometric test (*P* < 0.05)]. **e** Effect of H4 mutations on multiplication. Cells were grown in 2.5 or 10 µg/ml blasticidin and FACS using Hoechst stain was carried out to count the number of new rings at each invasion cycle for 6 cycles. **f** The scatter plot of merozoite number in the segmented schizonts in H4ac4R, H4K8R and H4-HA transfectants determined by Giemsa stain light microscopy

### Functional implication of the dominant-negative inhibition of H4

Next, we carried out transcriptome analyses of the transfectants grown in the presence of 10 μg/ml of blasticidin. By comparing the transcriptional profiles of the H4 K/R mutants with those from both controls at three stages of the IDC, we observed broad transcriptional changes (Fig. 1c). Remarkably, there appears to be strong similarities between the transcriptional changes induced by the dominant-negative effect of all five H4K/R mutants. Overall, there were higher number of genes that were differentially expressed in the ring and schizont compared to the trophozoite stages. The transcription patterns of the dominant-negative transfectants was not or negatively correlated to HA and positively correlated to each other when normalized to H4-HA (Additional file 2: Figure S1c). On the other hand, there were essentially no transcriptional changes between the unmutated H4-HA and transfectant with the empty vector (HA) also grown at 10 μg/ml of blasticidin (Additional file 2: Figure S1d). Altogether, these results indicate that the acetylations at the 4 lysine residues of H4 act in a similar way possibly reflecting a synergistic and/or complimentary function in transcription during the *P. falciparum* IDC. Nonetheless, there were subtle differences within the individual profiles with H4ac4R clustering closer with H4K8R in the ring and trophozoite stages (Pearson’s correlation coefficient 0.75 and 0.71, respectively) compared to the other 3 mutants (Fig. 1c; Additional file 2: Figure S1c). Given that H4ac4R shows consistently the strongest effect on transcription, this may suggest a key role of H4K8ac in this process.

Functional analyses of the induced transcriptional changes showed a high consistency in the altered mRNA levels for all enriched pathways for all four H4 acetylations (Fig. 1d; Additional file 3: Table S1, Additional file 4: Figure S2). Moreover, similar pathways were deregulated in the H4K8R transfectant at the schizont stage when the blasticidin concentration was increased from 2.5 to 10 μg/ml whereas H4-HA grown at 2.5 and 10 µg/ml of blasticidin induced very few transcriptional changes (Additional file 2: Figure S1e), confirming that the transcriptional deregulation is a direct result of dominant-negative expression of the mutated H4 protein. Namely, the overexpression of the H4 mutants caused upregulation of a wide range of genes involved in cellular pathways associated with growth and replication (e.g., proliferation) of *P. falciparum* during the IDC. These include *genes encoding factors of the assembly of cytoplasmic and the organellar ribosomes*, *glycolysis*, *DNA replication* and *nuclear encoded genes for apicoplast and mitochondrial protein transport* (annotated by MPMP; http://mpmp.huji.ac.il/) (Fig. 1d). In addition, there was an upregulation of two classes of stress response pathways including the *DNA repair machinery* and *thioredoxin metabolism*. While some pathways (such as DNA repair) were upregulated throughout the IDC, others were typically de-repressed during their transcriptional downturn. For example, the genes coding for 40S, 50S and 60S cytoplasmic ribosomal proteins normally expressed during rings [43] were upregulated in the trophozoite and schizont stages, whereas genes encoding for mitochondrial and apicoplast ribosomal proteins normally expressed in the schizonts were upregulated in the rings (Additional file 2: Figure S1f). This indicates that H4 acetylations facilitate transcriptional suppression of proliferation related genes in a life cycle-specific manner, hence regulating the growth of parasite. This occurs in all three major developmental stages of the IDC in which the transgenic histones were expressed at the protein levels (Additional file 2: Figure S1g). Interestingly, the disruptions of H4K8ac or the 4 acetylations lead to significant increases in the parasite multiplication rate (MR) by up to 1.3-fold and twofold, respectively (Fig. 1e). This is most likely a direct result of the induced levels of the mutated H4 proteins as no alterations in MR were observed at 2.5 μg/ml of blasticidin in all transfectant parasites lines. Surprisingly, this was not associated with an increased number of newly formed merozoites in the segmented schizonts measured by light microscopy (Fig. 1f). Moreover, both the mutant and non-mutant transfectants have an identical length of the IDC, measured by transcriptomics analysis (Additional file 5: Table S5). This suggests that the increased MR is likely facilitated by a higher fraction of viable merozoite with elevated levels of infectivity. It will be interesting to explore this possibility in future studies.

The most predominant functional groups enriched among the downregulated genes were factors of host–parasite interactions annotated as *PfEMP1 domain architecture*, *rosette formation between normal and infected RBC* and *interactions between modified host cell membrane and endothelial cells* (Fig. 1d). In particular, we observed downregulation of essentially all members of two gene families implicated in antigenic variation and immune evasion, *var* and *rifin*. The other important downregulated pathway consisted of genes involved in *merozoite invasion*, which includes merozoite surface proteins, rhoptry associated proteins, reticulocyte binding protein homologs and erythrocyte binding antigens (Additional file 3: Table S1). In contrast, downregulation of these genes was independent of the developmental stage, typically occurring throughout the IDC (Fig. 1d; Additional file 4: Figure S2). We validated that the 40S and 50S cytoplasmic ribosomal proteins were upregulated by, 1.7 to 2-fold, and, 1.7- to 4.3-fold, in trophozoite and schizont stages, respectively. On the other hand, invasion-related genes, RAP2 and RAP3, and, MSP and RAP3, were confirmed to be downregulated showing a fold change of <1 compared to wild-type parasites in trophozoite and schizont stages, respectively (Additional file 2: Figure S1i). Taken together, these results suggest that the 4 lysine residues of the H4 tail play a central role in regulating several key biological functionalities by which the parasite adapts to its environment. Specifically, the H4 acetylations facilitate an inverse regulatory relationship between growth and multiplication on one-side and host–parasite interactions on the other.

### H4K8ac is the dynamic component of the H4 tetra-acetylation moiety

Next, we wished to compare the responsiveness of the four H4 lysine acetylations to HDAC inhibition in a broader context of *P. falciparum* chromatin remodeling [21, 39, 40]. Highly synchronized trophozoites were treated with IC_90_ concentrations of Trichostatin A (TSA) or apicidin (50 and 70 nM, respectively) for 6 h followed by removal of the drug and culturing for another 2, 4 and 6 h, similar to our previous study [44]. Out of the 4 H4 acetylations, H4K8ac and (to a lesser degree) H4K16ac responded to both HDAC inhibitors, while H4K5 and H4K12 acetylation levels were unchanged (Fig. 2a). Both HDAC inhibitors induced acetylation at other euchromatin marks including H3K23ac, H3K56ac and to lesser degree H3K9ac whereas euchromatin-linked (tri)methylations of H3K4 and H4K20 were unresponsive. Finally, there was a dramatic increase in the signal intensity using an antibody against H4 tetra-acetylation (H4ac4). This likely corresponds to the changes mainly at H4K8ac and (less so) H4K16ac, given that the levels of H4K5ac and H4K12ac appear to be constitutive. As mentioned above, H4K8ac is the most dynamic euchromatin mark whose occupancy is tightly correlated with transcriptional activity, while H4K16ac showed only moderate-to-low levels of occupancy changes and is virtually uncoupled from transcription [21]. This suggests that out of the two dynamic H4 acetylations, H4K8ac may play a pivotal role in regulation of gene expression that is ultimately mediated by the H4ac4 epigenetic moiety. Hence, in the following parts of our study, we focus on H4K8ac as a major regulatory factor in gene expression during the *P. falciparum* IDC.

**Fig. 2:**
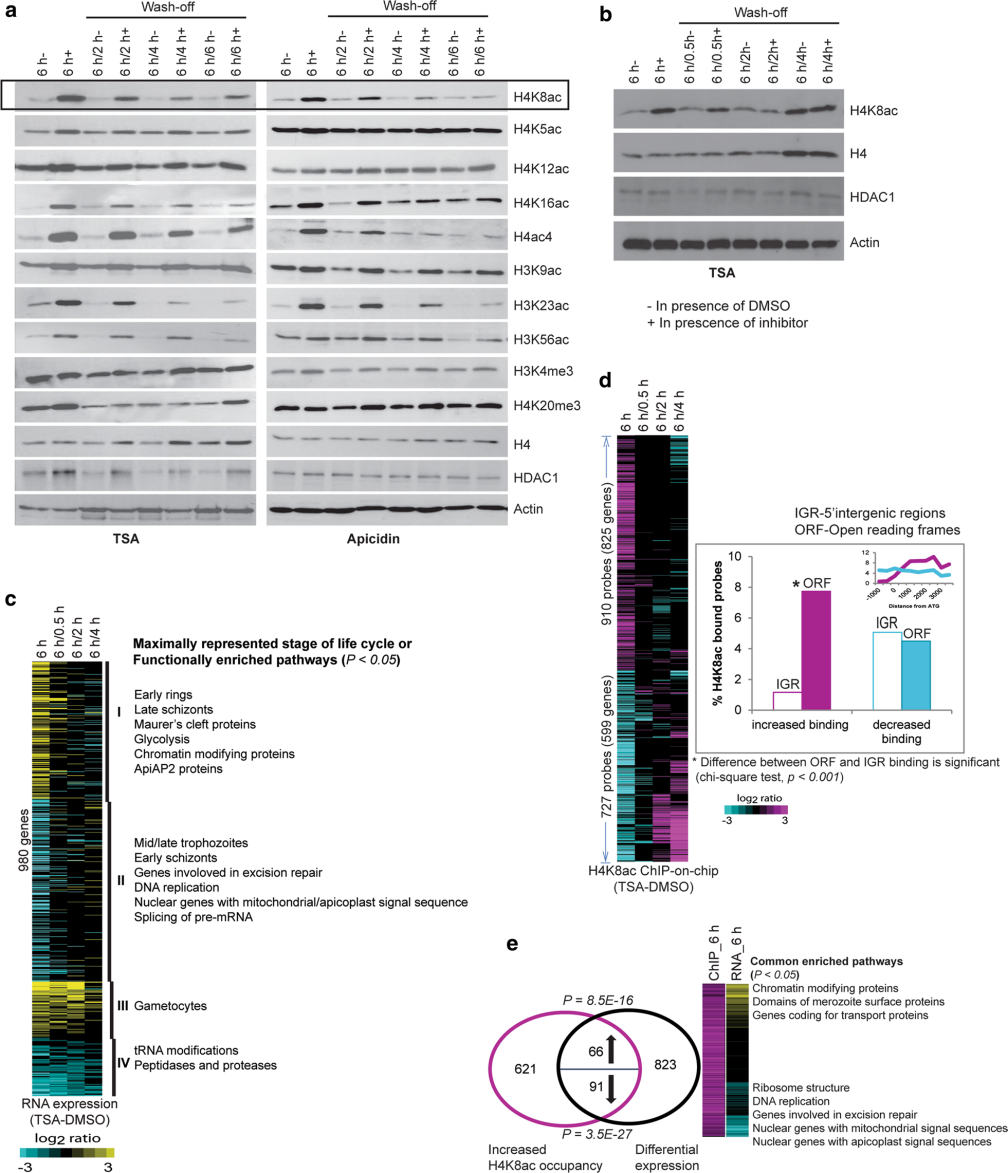
Effect of HDAC inhibitors on *P. falciparum*. **a** Western blot analysis to check the effect of HDAC inhibitors on histone modifications. Trophozoite stage parasites were cultured for 6 h with DMSO (6 h−), 70 nM of Trichostatin A (TSA) or 75 nM of Apicidin (6 h+). The drug was subsequently washed off, and the cells were grown for another 2 h (6 h/2 h), 4 h (6 h/4 h) or 6 h (6 h/6 h). The antibodies used for each blot are shown on the right. **b** Similar experiment was repeated with TSA treatment for 6 h, subsequent wash off and growth for 0.5 h (6 h/0.5 h), 2 h (6 h/2 h) and 4 h (6 h/4 h). Total protein was extracted from the respective samples for western blot analysis using antibodies against histone H4 or H4K8ac or Pf HDAC1. **c** Microarray expression analysis of TSA treated cells. TSA or DMSO treatment for 6 h was done in biological triplicates and subsequent wash-off experiments were done in duplicates. The *heat map* (*left panel*) shows average log_2_ ratios of replicates (TSA minus DMSO) of the genes differentially expressed after 6 h TSA exposure (Student’s *t* test, *P* < 0.05). *Right panel* represents the parasite stage whose genes are maximally expressed as well as the functionally enriched MPM pathways in each of the clusters. **d** ChIP-on-chip using H4K8ac antibody to assess differential binding upon TSA treatment. All experiments were done in at least duplicates. The *heat map* on the *left* shows average log_2_ ratios of replicates (TSA minus DMSO) of the probes differentially acetylated after 6-h TSA exposure (Wilcoxon rank sum test, *P* < 0.05). *Graph* on the *right* shows the percentage of probes that are differentially acetylated upon TSA treatment for 6 h. *Inset graph* shows the differential occupancy across the gene body. **e** *Venn diagram* represents the overlap between differential expression and increased H4K8 occupancy in the ORFs due to TSA. Binomial distribution was used to assign *P* values for up or downregulated genes overlapping with H4K8ac hyperacetylation. *Heat map* on the *right* represents the fold change in H4K8ac occupancy or RNA expression of the hyperacetylated genes. Functional pathways (MPM) significantly enriched in the up- or downregulated gene sets are shown

The effect of both TSA and apicidin on all the responsive histone acetylations appears to be transient as most of the histone modifications returned to their basal levels over 6 h after the compound removal (Fig. 2a). This is consistent with our previous study showing a transient effect of HDAC inhibitors on *P. falciparum* transcriptome [44]. To explore this phenomenon further, we carried out a “treatment/wash-off” time course experiment where the highly synchronized trophozoites were first exposed to 50 nM of TSA and subsequently samples were collected 0, 0.5, 2 and 4 h after the drug removal (Fig. 2b). These samples were used for transcriptomic and ChIP-on-chip analysis of H4K8ac occupancy, simultaneously. In this experimental setting, TSA caused a dramatic deregulation of the IDC transcriptional cascade with a broad downregulation of trophozoite-specific genes and upregulation of genes normally expressed in other stages (early ring and early schizonts) (Fig. 2c). This deregulation is largely reversible such that even 30 min after the drug removal, the majority of the transcripts returned to their original levels. However, there were two gene clusters whose TSA-induced transcriptional change was stable for at least 2 h. These include genes of gametocyte and merozoite stages among the upregulated and *tRNA modifications* and *peptidases and proteases* among the downregulated genes (Fig. 2c; Additional file 6: Table S2). In future studies, it will be interesting to understand the molecular mechanisms that underline both the reversible and irreversible transcriptional changes induced by the HDAC inhibitors. The chromosomal occupancy of H4K8ac appeared also highly sensitive to TSA at least 1637 genetic loci corresponding to 1424 genes (Fig. 2d). There is a remarkable asymmetry in the distribution of the TSA-induced H4K8ac occupancy that is significantly enriched within the ORFs (*P* < 0.001) compared to the 5′IGRs (Fig. 2d inset). There was a modest but significant overlap between the TSA-induced acetylation and altered transcription. The increased H4K8ac within the ORFs coincided with increased expression of 66 genes (hypergeometric test, *P* = 8.5E−16) and decreased expression of 91 genes (hypergeometric test, 3.5E−27) (Fig. 2e; Additional file 7: Table S3). The upregulated gene set is functionally enriched for several pathways such as *chromatin modifying proteins* and *merozoite surface proteins* and genes with maximum expression in gametocytes and merozoite stages. The downregulated gene set upon H4K8ac hyperacetylation included factors of *DNA replication*, *excision repair* and *ribosome structure*. This effect is opposite to the H4 hypoacetylation where genes of the proliferation pathways were upregulated, and merozoite surface proteins were downregulated (Fig. 1d). This further supports our model in which H4K8ac plays a central, regulatory role within the H4ac4 moiety.

### H4K8ac regulates gene expression within both euchromatin and heterochromatin

Next, we wished to explore the distribution of the H4K8R mutant protein within the *P. falciparum* chromatin and correlate these to the induced transcriptional changes to find key regions of its epigenetic activity. For this we compared ChIP-on-chip results from the mutant H4K8R and unmutated H4-HA using an anti-HA antibody (Fig. 3a). Here, we observed variable occupancy patterns across the *P. falciparum* chromosomes, which suggests of the transgenic histones, displaced the endogenous histones partially with some regions being fully protected while others tolerating the mutant histone to a higher degree. Overall, there was a significant skew of the H4K8R binding to the 5′IGRs in rings and trophozoites while in schizonts, the H4K8R and H4-HA exhibit a more similar distribution. This is in sharp contrast to the TSA-induced hyperacetylation that occurs almost exclusively at the ORF of the genes (see Fig. 2d). Moreover, we observed that the increased (hypoacetylation driving) occupancy of H4K8R coincided significantly with differential expression including both up and downregulated genes. The upregulated gene set was enriched for nuclear *encoded genes responsible for apicoplast/mitochondrial import*, *DNA replication* and *repair machinery*. On the other hand, the downregulated genes with enhanced H4K8R occupancy included genes encoding the two main subtelomeric gene families involved in antigenic variations (*var* and *rifin*). This is particularly evident to the *var* genes where the enhanced H4K8R occupancy coincides with dramatically decreased transcript levels in all three stages of the IDC (Fig. 3b). This implies that the H4K8R-driven hypoacetylation at the *var* ORFs suppresses their transcription. This is surprising given that the subtelomeric regions of the *P. falciparum* chromosomes are in the heterochromatin state associated with typical heterochromatin factors such as H3K9me3 and heterochromatin binding protein HP1 [15, 35]. Our result suggests that H4K8ac, one of the main euchromatin markers in *P. falciparum*, also contributes to *var* gene regulation.

**Fig. 3:**
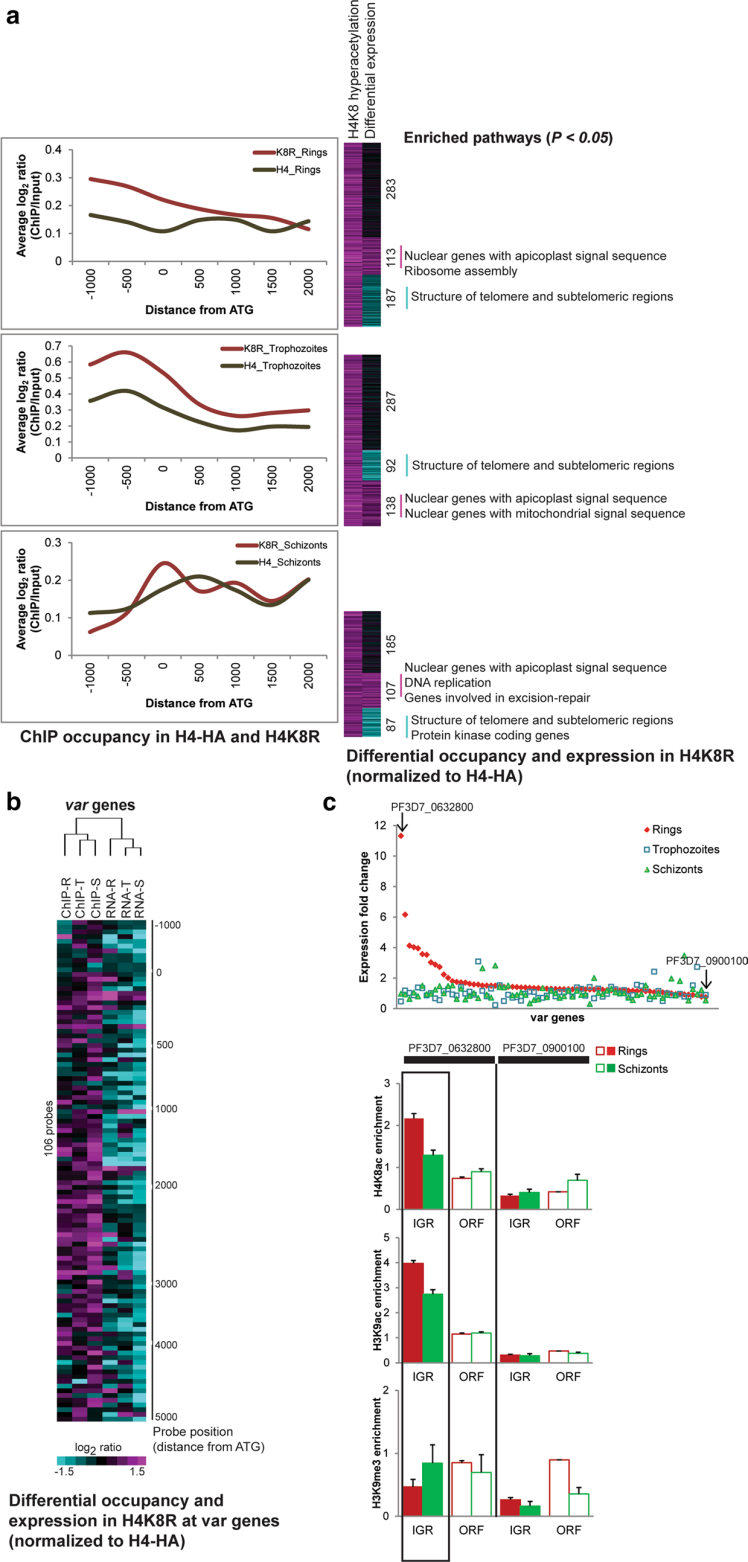
Euchromatin- and heterochromatin-linked H4K8ac. **a** ChIP-on-chip for H4-HA and H4K8R transfectants using anti-HA antibody. All microarrays were done in triplicates, and differential binding was assessed by Wilcoxon rank sum test (*P* < 0.05). *Graphs* on the *left* show average ChIP/Input log_2_ ratio of all the probes binned according to their distance from the start codon. *Heat maps* on *right* depict the probes with increased binding and change in expression in the corresponding genes in H4K8R transfectants (compared to H4-HA). Functional pathways (MPMP) significantly enriched in the up or downregulated gene sets are shown. **b** Analysis of *var* genes linked heterochromatin in H4K8R. *Heat map* represents the differential binding at *var* gene loci and differential RNA expression of corresponding genes (H4K8R normalized to H4-HA transfectants). The distance from ATG marked on the *right* depicts the microarray probe position with respect to gene start. **c** Histone marks at active/inactive *var* gene in 3D7 clone. *Graph* on *top* represents microarray gene expression values of *var* genes in one of the 3d7 clones. The highest and least expressed *var* genes are marked with the *arrow*. The lower 3 *graphs* show the ChIP enrichment by qPCR of the most dominantly expressed *var* gene and the least expressed *var* gene (input subtracted Ct values normalized to ORF of PF3D7_1240300). Primers were designed within 1000 bp on each side of the gene start. The results of the other 3 clones are shown in Additional file 4: Figure S3

Given that the ChIp-on-chip measurements (Fig. 3b) were carried out with a parasite culture that were not selected for a single *var* gene expression, it was impossible to discern if the detected H4K8ac effect occurs specifically at the dominant transcript or all *var* genes. To distinguish between these two possibilities, we examined several isogenic clones derived by serial dilution of an in vitro culture of the *P. falciparum* 3D7 strain that exhibit a single var gene expression. These clones reflect the mutually exclusive expression with a single dominant transcript expressed at significantly higher levels in the ring stage, compared to the rest of the family (Fig. 3c; Additional file 8: Figure S3a). Using chromatin immunoprecipitation, we show that in 3 of the 4 clones, H4K8ac along with H3K9ac, is over-enriched at the intergenic region of the dominant *var* gene in the ring stage (Fig. 3c; Additional file 8: Figure S3b). On the other hand, H3K9me3 was enriched in the intergenic region of the dominant *var* transcript during the schizont stage, while in the ring stage this modification was mostly present in the ORF (Fig. 3c; Additional file 8: Figure S3b). Taken together, these results indicate that H4K8ac contributes to transcriptional regulation not only in euchromatin but also within a heterochromatin context. Consistent with its linking role between growth and host–parasite interaction (see above), this modification participates in induction (and possibly mutual expression) of the main antigenic factor in *P. falciparum*, the *var* gene family.

### Genome-wide acetylation of H4K8-bound DNA follows transcriptional dynamics during the IDC

Next, we carried out chromatin immunoprecipitation (ChIP)-coupled high-throughput sequencing (ChIP-Seq) throughout the *P. falciparum* IDC to investigate the chromosomal distribution of H4K8ac with high resolution. H4K8ac-immunoprecipitated DNA from highly synchronized parasites at the ring (8–12 hpi), trophozoite (24–28 hpi) and schizont (34–38 hpi) stages was subjected to massively parallel sequencing to obtain an average genome coverage ranging from 18–29X and 296–476X using MiSeq and HiSeq, respectively (Additional file 1). 

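The ChIP-Seq data re-analysed here are the 6 lists of H4K8ac peaks that the authors called with MACS 2.1.0.20150420, one for each of the 3 stages in the MiSeq and in the HiSeq run. Each list rests on 1 library, so no value below could be compared with a spread between replicates, and no p-value is given across peaks or genes. Input was genomic DNA of the schizont stage, sequenced once per run and used for all 3 stages. In the HiSeq run MACS used 20389484 tags for rings, 16811607 for trophozoites and 19876296 for schizonts after removal of redundant tags, against 22418669 input tags. In the MiSeq run it used 1943616, 1465844 and 1915181 tags, against 2245681 input tags. The settings recorded with the lists extend tags to 200 bp. They give a q-value cut-off of 0.25 without broad calling for the HiSeq run and of 0.2 with broad calling for the MiSeq run. For each peak the deposited values are the pileup, which is the number of extended tags at the peak (a mean over the region where calling was broad), the fold enrichment over the local background, which is a ratio, and the -log10 of the p- and q-values. All peaks as deposited were used. Peaks were placed against the spans of 5282 protein-coding genes on the 14 nuclear chromosomes, which hold 58.4% of 23269866 bp and are called ORFs here. Strand and exons were not used here, so both sides of a gene were treated alike and introns count as ORF. In each of the 6 lists, the correlation between peaks and ORFs along the chromosomes was highest with the coordinates unshifted. Intervals of shares are 95% Wilson intervals and cover counting error only. To give the level that random placement would reach, the peaks of each chromosome were shifted together around it 10000 times.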

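In the ring stage, 586 of the 662 MiSeq peaks overlapped a HiSeq peak of the same stage by at least 1 bp (88.5%, 95% interval 85.9 to 90.7). In trophozoites 1503 of 1547 did so (97.2%, 96.2 to 97.9), and in schizonts 356 of 399 (89.2%, 85.8 to 91.9). Circular shifts gave medians of 21.2, 32.5 and 15.0%. Fewer of the ring MiSeq peaks overlapped HiSeq peaks of trophozoites (79.8%) or schizonts (57.1%). Of the schizont MiSeq peaks, 359 overlapped a HiSeq peak of trophozoites, about as many as overlapped one of schizonts. With only peaks of q 0.01 or less in both runs, the share was 70.4% of 71 MiSeq peaks in rings, 94.5% of 345 in trophozoites and 65.4% of 26 in schizonts. Whether the MiSeq q-values belong to the regions they stand beside is open, so the lower shares at this cut-off are not interpreted. With an overlap of 50% of the peak the share was 71.1, 87.3 and 75.2%. The fold enrichment of these overlapping peaks was not related between the runs. Spearman's rho across peaks was 0.0189 in rings, -0.00830 in trophozoites and -0.0571 in schizonts, and Pearson's r was -0.00732, -0.0258 and -0.0580. For the pileup, rho was 0.153, -0.00581 and -0.0784. These correlations run across the peaks of 1 library per run, which are not independent replicates.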

The normalized ChIP over input tag counts calculated for 2 kb region around the start codon (from 1 kb upstream to 1 kb downstream) of each gene showed correlation > 0.8 between MiSeq and HiSeq runs (Additional file 9: Figure S4a). 

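The 3 genes of Fig. 4a lie on chromosome 14. PF3D7_1419100, shown for rings, spans 793752 to 796877. It had 1 HiSeq peak in rings, from 793668 to 794212 across one end of the ORF, with a fold enrichment of 1.22 and a q-value of 0.0092. In trophozoites it had a peak at nearly the same place with a fold enrichment of 1.39 and another beside the ORF, 898 bp away, with 1.58, and in schizonts it had 0. PF3D7_1474300, shown for trophozoites, spans 3040768 to 3043560. Its trophozoite peak from 3040720 to 3043567 covered the whole ORF with a fold enrichment of 1.73 and a pileup of 358, and another peak lay 485 bp beside the ORF with 1.41. Within this ORF rings had a peak of 1.17 and schizonts a peak of 1.18, with q-values of 0.058 and 0.07. PF3D7_1411300, shown for schizonts, spans 458796 to 460962. Its peak beside the ORF was called in all 3 stages, with fold enrichments of 1.62 in rings, 1.89 in trophozoites and 1.61 in schizonts. Rings and trophozoites also had 1 peak each within this ORF, with 1.28 and 1.39. In the MiSeq lists, peaks at these genes were called only in trophozoites, 1 at PF3D7_1419100 and 1 at PF3D7_1474300.

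**Figure D1:**
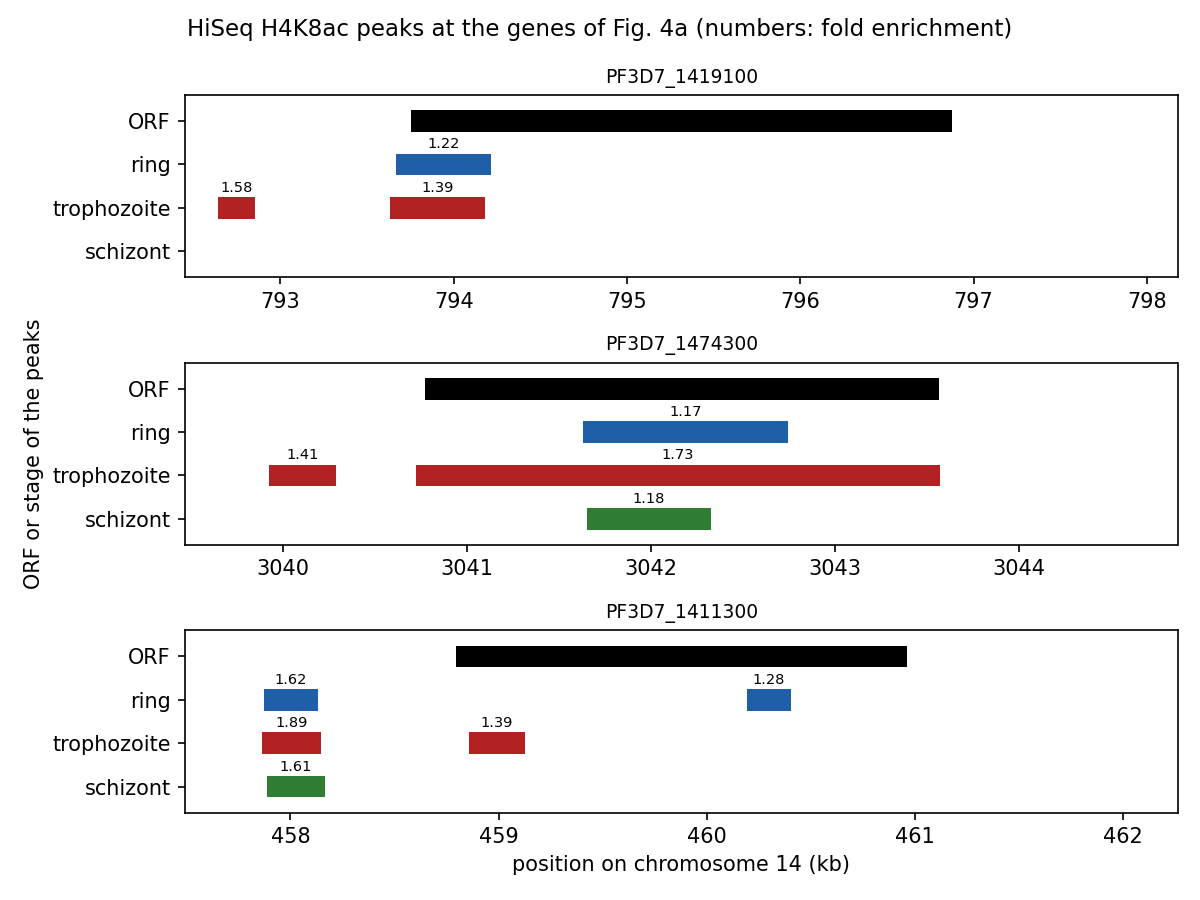
HiSeq peaks at the 3 genes of Fig. 4a, by position on chromosome 14 in kb. Each panel shows the ORF in black and the peaks of rings, trophozoites and schizonts as bars with the fold enrichment printed above. The trophozoite peak of 1.73 spans the ORF of PF3D7_1474300, and the peak beside PF3D7_1411300 is present in all 3 stages.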

Figure 4a shows examples of read counts spread across 3 genes highly expressed in ring, trophozoite and schizont stage, respectively. 

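The HiSeq lists held 4648 peaks for rings, 6306 for trophozoites and 3515 for schizonts, and the MiSeq lists held 662, 1547 and 399. Of the HiSeq trophozoite peaks, 6303 lay on nuclear chromosomes. The median HiSeq peak was 338 bp long in rings, 389.5 bp in trophozoites and 345 bp in schizonts. Peaks covered 2008972 bp of the nuclear genome in rings (8.63%, 95% interval 8.11 to 9.26 from resampling chromosomes), 3312986 bp in trophozoites (14.2%, 13.1 to 15.1) and 1516995 bp in schizonts (6.52%, 6.11 to 6.90). The trophozoite list was the longest although its library had the fewest tags. With only peaks of q 0.01 or less, 2982, 5353 and 1973 peaks were left in the HiSeq lists.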

A total of 4648, 6306 and 3515 peaks were obtained for the ring, trophozoite and schizont stage HiSeq samples, respectively (Fig. 4b; Additional file 10: Table S4). In all 3 IDC developmental stages, we could observe H4K8ac occupancy peaks that were fully within the ORF or 5′IGRs, while others overlapped both. 

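Of the ring HiSeq peaks, 2385 lay fully within ORFs (51.3%, 95% interval 49.9 to 52.8), 1193 were fully intergenic (25.7%, 24.4 to 26.9) and 1070 overlapped both (23.0%, 21.8 to 24.3). In trophozoites 3079 lay within ORFs (48.9%, 47.6 to 50.1), 1263 were intergenic (20.0%, 19.1 to 21.0) and 1961 overlapped both (31.1%, 30.0 to 32.3). In schizonts the numbers were 1896 (53.9%, 52.3 to 55.6), 733 (20.9%, 19.5 to 22.2) and 886 (25.2%, 23.8 to 26.7). Intergenic here means either side of a protein-coding gene, so pseudogenes and non-coding genes count as intergenic. Some gene identifiers of the paper were not among the genes used, so some peaks classed intergenic may lie in genes missing from the set. Circular shifts placed medians of 32.7, 31.0 and 32.5% of the peaks fully outside ORFs in rings, trophozoites and schizonts, more than observed in each stage. They placed 49.1, 47.4 and 49.0% fully within ORFs, less than observed in each. The direction for ORFs depended on the q-value. Among peaks with q 0.01 or less, the share within ORFs was 41.1% in rings, 45.0% in trophozoites and 45.9% in schizonts, below the shifted peaks in each stage, and in rings the intergenic share rose to 33.5%, against 32.1% for shifted peaks, which is within their range. The MiSeq lists had the direction of the full HiSeq lists, with 67.1, 56.0 and 73.7% within ORFs in rings, trophozoites and schizonts against medians of 43.5, 42.0 and 45.4% for shifted peaks. Without the 100 kb at each chromosome end, the share within ORFs was 53.0% in rings against 52.5% for shifted peaks and 49.3% in trophozoites against 50.3%, both within the range of shifts, and in schizonts it stayed above them, at 55.0% against 52.0%.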

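A gene was counted when a HiSeq peak overlapped its ORF, or up to 1 kb on either side cut at the next ORF, by at least 1 bp. Of the 5282 protein-coding genes, 3072 had such a peak in rings (58.2%, 95% interval 56.8 to 59.5), 3993 in trophozoites (75.6%, 74.4 to 76.7) and 2657 in schizonts (50.3%, 49.0 to 51.6). Circular shifts gave medians of 53.3, 66.0 and 45.8%. Counting both sides gives an upper bound for the ORF with the 1 kb upstream. The lower bound, the ORF alone, gave 49.7% in rings, 67.6% in trophozoites and 39.6% in schizonts. With the whole intergenic regions on either side, a choice made after the data were examined, the shares were 65.7, 83.9 and 58.8%. The MiSeq lists moved the shares most, to 12.2, 31.3 and 7.69%, of which those of rings and schizonts were below the medians of shifts (12.7 and 7.97%). Trophozoites came first, rings next and schizonts last under each of these choices.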

The identified H4K8ac occupancy peaks reside either within or in intergenic regions of 52, 92 and 68% genes in the ring, trophozoite and schizont stages, respectively (Fig. 4b). These results suggest that H4K8ac is predominant in the trophozoite stage where its occupancy peaks associate with the largest number of genes. 

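Regions with a peak were shared between stages far more often than shifted peaks. The stages were called against the same input, and the shifts do not allow for this. Overlap that stems from the input cannot be told apart from shared H4K8ac. In the HiSeq lists, 71.2% of the ring peaks were overlapped by a trophozoite peak (median of shifts 25.0%) and 46.3% by a schizont peak (12.7%). Of the schizont peaks, 81.2% were overlapped by a trophozoite peak. Of the trophozoite peaks, 51.5% were overlapped by a ring peak and 43.3% by a schizont peak. The highest fold enrichment of each list was 2.47 in trophozoites, 2.22 in rings and 2.22 in schizonts. In trophozoites it belonged to the peak at 255263 to 255580 on chromosome 5, which overlaps PF3D7_0505900. The next peaks of that list lie at 3132312 to 3132774 on chromosome 14, between PF3D7_1476100 and PF3D7_1476200 (2.40), and at 752175 to 752493 on chromosome 9, overlapping PF3D7_0918300 (2.40). Rings and schizonts had their highest peak at the same place, within PF3D7_0420900 on chromosome 4, at 950800 to 951120 in rings and 950809 to 951100 in schizonts. In rings it was followed by a peak at 87482 to 88086 on chromosome 12, between PF3D7_1201100 and PF3D7_1201200 (2.15), and one at 368205 to 368782 on chromosome 10, between PF3D7_1008800 and PF3D7_1008900 (2.05). In schizonts it was followed by a peak at 1545378 to 1545959 on chromosome 14, between the tRNA genes PF3D7_1438200 and PF3D7_1438300 (2.05), and one at 2795282 to 2795549 on chromosome 13, between the non-coding RNA genes PF3D7_1370500 and PF3D7_1370800 (1.99). From the number of peaks and of genes at which they lie, the paper proposes that H4K8ac is predominant in trophozoites.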

There is a higher overall sequence coverage generated by the ChIP-Seq reads in the 5′IGRs followed by the peaks overlapping both 5′IGRs and ORFs and that followed by peaks exclusive to the ORFs (Fig. 4c). This is in good agreement with the previous ChIP-on-chip results showing that the majority of H4K8ac is associated with 5′IGRs with lesser occupancy within ORF [21]. 

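In the ring HiSeq list, the median fold enrichment was 1.39 for intergenic peaks, 1.29 for peaks overlapping both and 1.22 for peaks within ORFs. In trophozoites the medians were 1.50, 1.48 and 1.33, and in schizonts 1.34, 1.27 and 1.23. The intergenic median exceeded the ORF median by 0.173 in rings, 0.174 in trophozoites and 0.113 in schizonts. In each stage it was above all 10000 random sets of as many intergenic and ORF peaks of matching length. The pileup, which counts tags without division by the background, ran the other way. Its median was 251 in intergenic against 305 in ORF peaks of rings, 221 against 261 in trophozoites, and 239 against 294 in schizonts. The background that pileup and fold enrichment imply had a median of 174.5 in intergenic and 250.1 in ORF peaks of rings. It was 144.3 against 198.7 in trophozoites and 173.8 against 239.4 in schizonts. When intergenic and ORF peaks were matched on this background, a choice made after the data were examined, the difference in fold enrichment was 0.0224 in rings, -0.0437 in trophozoites and 0.00780 in schizonts. The median of all intergenic peaks was above random sets matched on background in rings, at 1.394 against 1.385. In trophozoites it was below them, at 1.5 against 1.511, and in schizonts it was within their range, at 1.342 in both. With 50 classes of background in place of 10, the matched difference was 0.0174, -0.0523 and -0.0342. It rested on 882 of the 1193 intergenic peaks in rings, 1216 of 1263 in trophozoites and 632 of 733 in schizonts. Classes with few peaks of either kind were left out. The intergenic median was again above random sets in rings, below them in trophozoites and within their range in schizonts. In the MiSeq lists the difference without this matching was -0.00591, -0.0206 and -0.0128, with intergenic medians within the range of random sets of matching length.

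**Figure D2:**
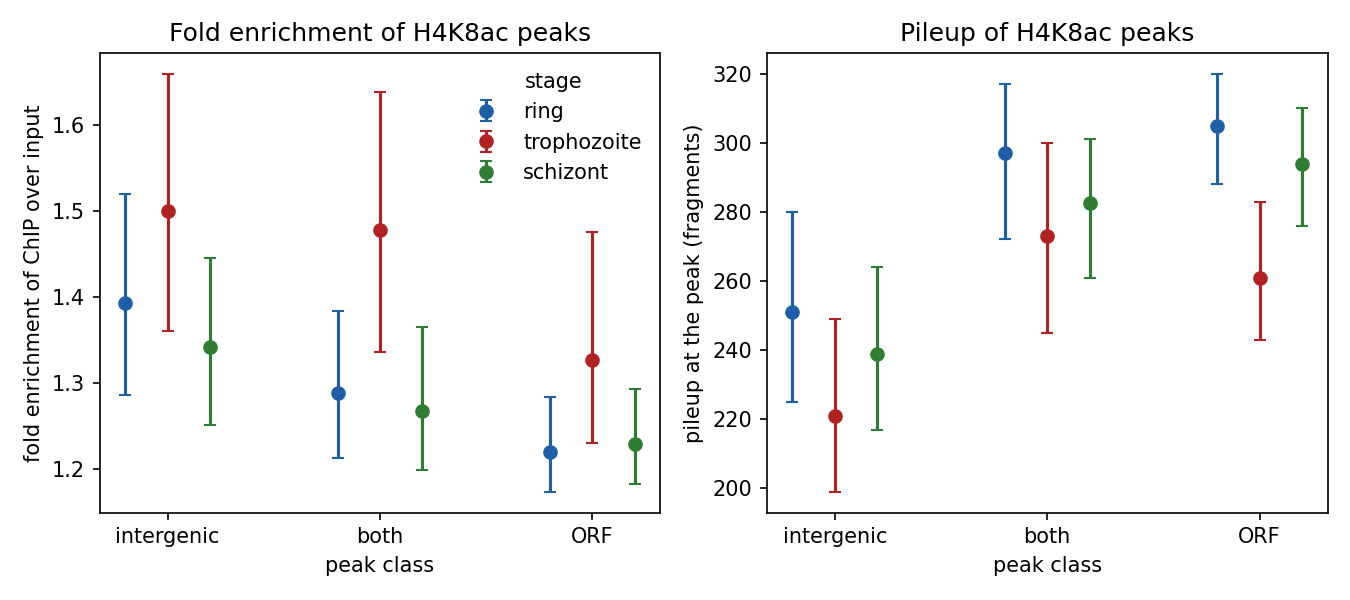
Fold enrichment over the background (left, a ratio) and pileup (right, number of extended tags) of HiSeq peaks that are intergenic, overlap both or lie within ORFs. Points are medians over the peaks of 1 library per stage, bars run from the lower to the upper quartile, and the vertical axes do not start at 0. From intergenic to ORF peaks of rings the median fold enrichment goes from 1.39 to 1.22 while the median pileup goes from 251 to 305. The other stages show the same opposite order of intergenic and ORF peaks. In trophozoites the median pileup is highest in peaks overlapping both, at 273.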

We confirm this by ChIP-on-chip measurements with the identical same samples used for the RNA-Seq and showed that H4K8ac exhibits the highest occupancy within 5′IGRs with the highest signal being detected in the trophozoite stage (Additional file 9: Figure S4b).

**Fig. 4:**
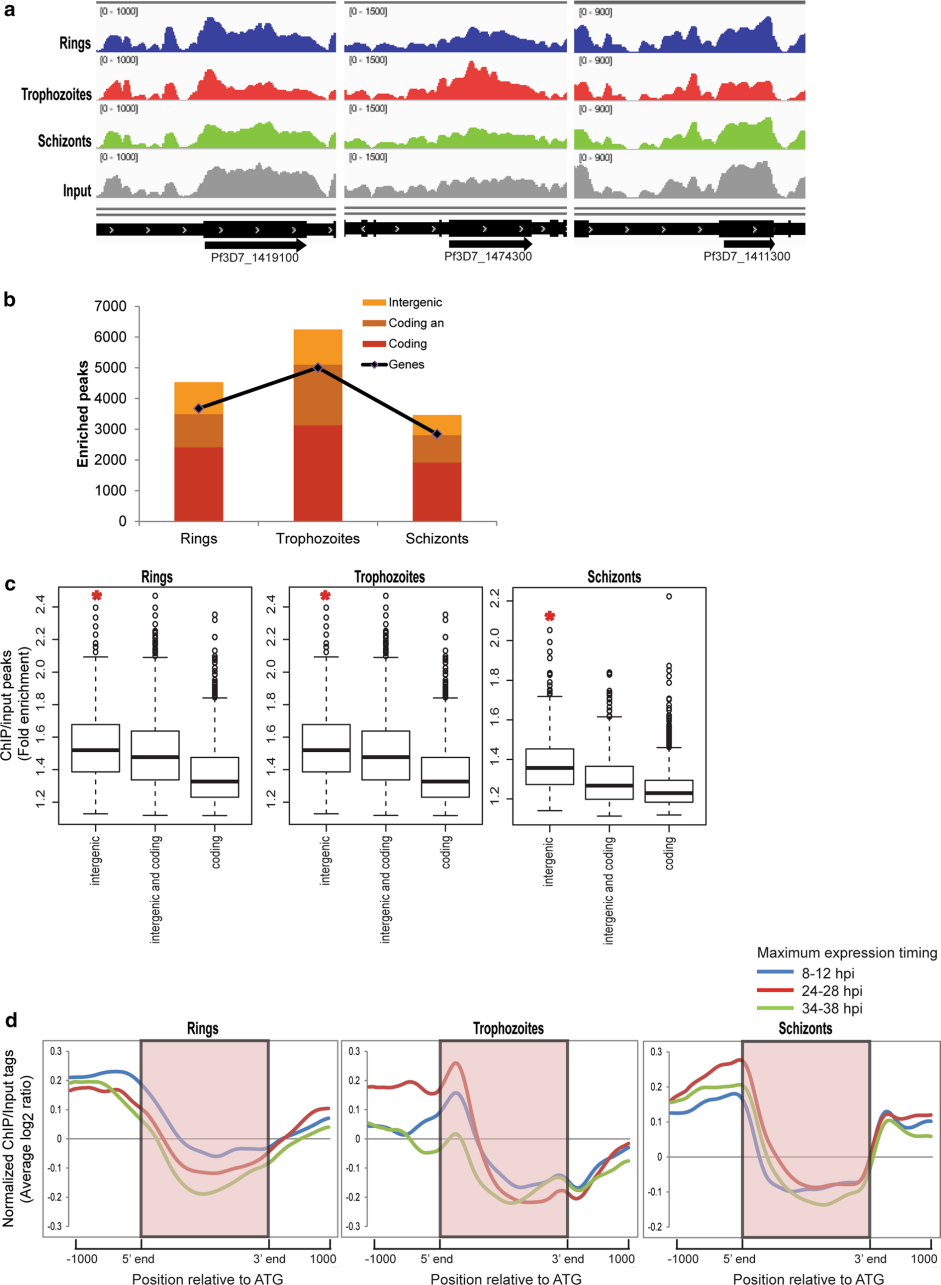
Genome-wide high-throughput ChIP-Seq to identify H4K8ac bound DNA. **a** A snapshot of the genome browser in Integrative Genomics Viewer showing normalized reads mapped to different regions of chromosome 14 representing one highly expressed gene region (*highlighted*) from each of the 3 stages. The *graphs* represent the chip over input ratios shown for gene Pf3D7_1419100, Pf3D7_1474300, Pf3D7_1411300 for rings (*blue*), trophozoites (*red*) and schizonts (*green*). Read coverage for input is shown in *gray* and the gene coordinate is marked in *black*. The tracks were normalized to library size such that the height of each track represents mapped read coverage. **b** *Bar graph* showing the number of H4K8ac peaks (identified by MACS using a *q*-value cut-off of 20%). The *line* (*graph*) represents number of genes corresponding to the peaks. **c** *Box plots* representing enrichment fold change of H4K8ac peaks covering intergenic regions, coding regions or both. The H4K8ac peaks and input peaks were normalized to the total number of reads and ratio of H4K8ac versus input peaks was calculated. *Denotes that IGR occupancy is significantly higher than ORF occupancy (Wilcoxon rank sum test, *P* < 1e−15). **d** H4K8ac binding assessed by binning the total normalized read counts (ChIP-normalized read coverage/input-normalized read coverage) into equal number of bins covering 1000-bp upstream, the gene coding body and 1000-bp downstream of each gene. The resulting profiles are plotted for genes with maximum expression at 8–12, 24–28 and 34–38 hpi corresponding to the stage when the cells were harvested for immunoprecipitation

To evaluate this further, we analyzed the H4K8ac ChIP-Seq results in the context of transcriptional stage-specificity for each gene (Fig. 4d). Indeed, in the first part of the IDC, the ring and trophozoite stages, H4K8ac showed maximum occupancy, predominantly at the 5′IGRs (1 kb upstream of the translational start) of transcriptionally active genes in both IDC stages, respectively. However, in schizonts, H4K8ac remains predominantly at the trophozoite-specific genes and increases at schizont genes only marginally. Strikingly, there is a significant shift in the positioning of H4K8ac along the gene structures throughout the IDC. 

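The position of HiSeq peaks was measured at the 10564 ends of protein-coding genes. Strand was not used here, so start and stop codons are pooled, and the values do not separate 5′ from 3′ intergenic regions. In rings, peaks covered 18.7% of the bases in the first 500 bp inside the ORF and 7.24% of the bases beyond 500 and up to 1000 bp outside. The log2 ratio of these shares was 1.37 (95% interval 1.28 to 1.45 from resampling chromosomes). In trophozoites the shares were 29.4 and 13.0%, a log2 ratio of 1.18 (1.13 to 1.24), and in schizonts 12.1 and 6.40%, a log2 ratio of 0.92 (0.85 to 0.98). With the same chromosomes resampled in both stages, the log2 ratio differed by -0.19 (-0.26 to -0.11) between trophozoites and rings and by -0.27 (-0.33 to -0.21) between schizonts and trophozoites. The intervals describe variation between chromosomes of 1 library per stage, not between cultures. The difference between trophozoites and rings was smaller, with intervals that include 0, among peaks of q 0.01 or less (-0.04), with bases weighted by fold enrichment minus 1 (-0.05) and at ends with no other ORF within 1 kb (-0.05). In the MiSeq lists the difference between trophozoites and rings was larger, at -0.78 with an interval below 0, and that between schizonts and trophozoites was 0.41 (0.18 to 0.62), in the other direction. These windows and their alternatives were chosen after the data were examined. In all 3 stages coverage was highest 151 to 200 bp inside the ORF, at 23.6% in rings, 35.1% in trophozoites and 14.7% in schizonts.

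**Figure D3:**
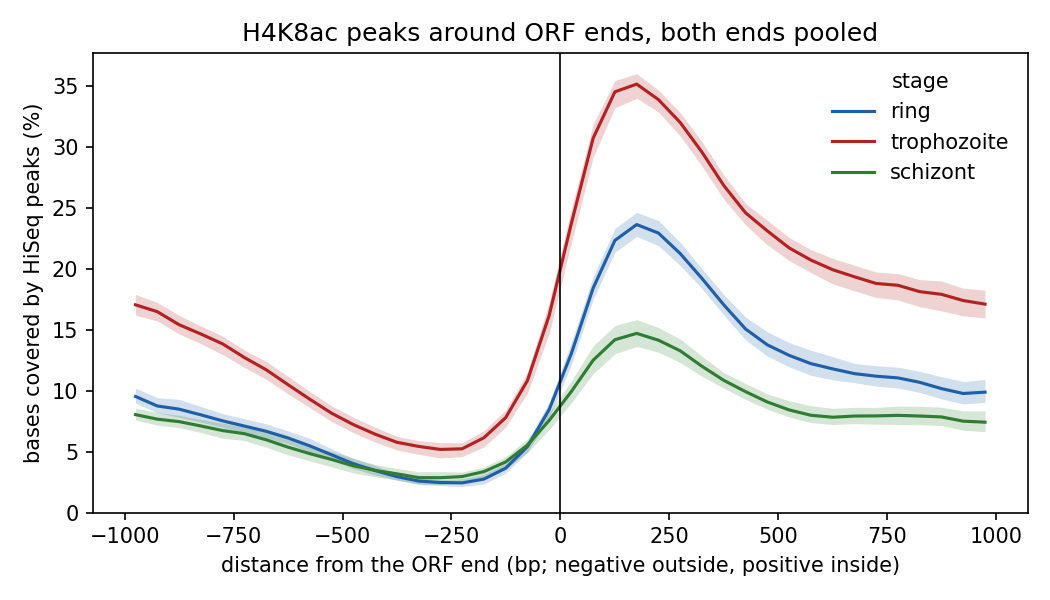
Share of bases covered by HiSeq peaks (%) against the distance from the end of the ORF in bp, negative outside and positive inside, in bins of 50 bp with both ends of each gene pooled. Lines are the 3 stages and bands are 95% intervals from resampling chromosomes. All 3 lines are highest 151 to 200 bp inside the ORF, with trophozoites highest at 35.1%.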

In the ring stage, H4K8ac is mainly associated with relatively distal 5′IGRs, while in the trophozoite stage, there is a narrow peak distributions at the translational start sites, skewed slightly toward the 5′ termini of the ORFs (Fig. 4d). In the schizont stage, H4K8ac appears to “retreat” back to the more distal 5′IGRs, but a significant proportion of its occupancy still overlaps with the translational start sites. There is also a considerable rise in H4K8ac occupancy at the 3′IGRs in schizonts compared to the trophozoites (Fig. 4d, left two panels). Interestingly, in spite of the temporal shifts and the changing levels of the H4K8ac, the overall gene-based positional profiles of the H8K8ac were highly similar for all genes in each stage regardless of their transcriptional stage-specificity. Taken together, these results provide further evidence that H4K8ac is associated with transcriptional regulation of *P. falciparum* genes during the IDC, particularly regulating genes expressed during the mid-sections of the IDC, the trophozoite stage. At this stage, H4K8ac may contribute to transcriptional activation by repositioning its occupancy from 5′IGRs into the 5′termini of the ORFs.

## Discussion

It is now clear that in *P. falciparum*, gene regulation, in some way, is responsive to the dynamic pattern of histone marks that undergoes multitude of changes through the asexual life cycle [4, 20]. The unique plasticity of the distribution of histone marks during *P. falciparum* development is unseen in other eukaryotes. Here, we have demonstrated an important role for the histone H4 acetylations, especially at lysine 8 position, to be crucial in gene regulation in *P. falciparum*. It was previously shown that the activating histone marks are abundant and widely distributed in *P. falciparum* genome, but only some coincide with the transcriptional dynamics. However, H4K8ac plays a unique role in *P. falciparum* biology that is distinct from H3K9ac and the other activating histone marks. Although all of them are marks of transcriptionally active euchromatin in *P. falciparum*, correlation of H4K8ac with RNA polymerase II occupancy [38] and response of H4K8ac to HDAC inhibitors and DNA damaging agents is unique [39, 40]. The results presented here highlight the highly dynamic character of H4K8ac in the genome and provide first direct evidence about its importance for transcriptional reprogramming during the *P. falciparum* IDC. A certain threshold level of H4K8ac is likely required in both euchromatin and heterochromatin to allow the correct transcriptional regulation that employs both activating and suppressing factors. Here, we wish to argue that H4K8ac is the key dynamic component of the tetra-acetylation state of histone 4 (H4ac4) that ultimately functions as a main epigenetic effector, presumably via binding to trans-factors (“chromatin readers”). Although little is known about chromatin readers in *P. falciparum*, these may include proteins with conserved chromatin binding domains such as the bromodomain carrying proteins PfBDP1 and PfBDP2 that were recently shown to regulate transcription of genes of merozoite invasion [37]. Alternatively, these may involve other unique *Plasmodium* genes that were proposed to also function as chromatin readers despite of an apparent absence of conserved chromatin binding domains such as Pf14-3-3 that was shown to bind phosphorylated H3 [45].

Clonally variant multigene (CVM) families impart phenotypic diversity to *P. falciparum,* which is essential for its survival and immune evasion. There is ample evidence that single active *var* gene is enriched with H3K9ac and H3K4me3 [23, 25]. The association of H4ac with the active *var* gene was seen in a ChIP-assay followed by dot blot [46] but has never been confirmed in a more systematic way. In addition, PfMYST, the *P. falciparum* histone acetyl transferase, which acetylates histone H4 at K5, 8, 12 and 16, occupies active *var* promoter [47]. We demonstrate that H4K8 acetylation, apart from euchromatin, is another putative component of the heterochromatin environment, showing over-enrichment at the upstream region of the dominant *var* gene along with H3K9ac. In one of the studies, clonally variant multigene family genes showed a similar occupancy profile across the IDC to ring stage genes for all histone marks (including H3K9ac) except H4ac and H3Kme3 serving as the activation and repressive marks, respectively, at CVM genes [22]. This shows that association of H3K9ac and H4K8ac at the *var* genes or other clonally variant multigene family genes might have distinct roles. While both H3K9ac and H4K8ac are required for the mutually exclusive expression of dominant members, H4K8ac is required to overall regulate the expression of CVM genes.

The most significant observation made by our study is the inverse transcriptional relationship between the proliferation genes and genes of host–parasite interaction governed by H4ac4 and H4K8ac, specifically. The increased MR in case of H4K8R and H4ac4R mutants supports the model of H4K8ac playing the role of main regulator in this process. The enhanced MR is likely a reflection of the increased number of invasive merozoites and/or their viability, presumably boosted by the upregulation of the proliferation-linked genes. This observation tempts us to speculate that the *Plasmodium* cells have the ability to regulate their growth and (inversely) antigenic presentation both of which is controlled epigenetically. This is consistent with a previously conceived model in which the asexually growing *Plasmodium* parasite is in a rapidly proliferating cellular state [48], which upon casual triggering undergoes a cascade of events leading to developmental stage transitions. These triggers include several factors of physiologic environment to which the parasite can respond in its natural conditions within human host [1]. All these factors were previously shown to trigger epigenetic factors of gene expression presumably affecting the parasite physiology as a response. In 2 of our previous studies, artemisinin-resistant parasites were marked by overexpression of genes belonging to ribosome assembly and maturation [49, 50]. Upregulation of invasion-related rhoptry and merozoite surface proteins is seen during reduced expression of multidrug resistant genes Pfcrt and Pfmdr1 [51]. As such, the reduced expression of these genes during H4 hypoacetylation might be mimicking a putative resistant mechanism leading to better survival of the parasites. HDAC inhibitor-induced H4K8ac hyperacetylation is also mimicked when the cells are treated with artemisinin [40]. In light of these results, it will be interesting to investigate the potential role of H4K8ac in parasite’s adaptation to its natural host during both individual- and population-level infections.

Targeting chromatin remodeling and mechanisms of epigenetic regulation of transcription is believed to have a high potential for development of new malaria intervention strategies. TSA and other HDAC inhibitors have been previously evaluated as anti-malaria drugs due to their promising activity and selectivity seen in vitro and in vivo against *Plasmodium* parasites [52]. In accordance with the role of H4K8ac to be the major hallmark of regulation among the other histone H4 modifications, it was also found to be the most responsive modification to HDAC inhibitors in *P. falciparum*. The transient hyperacetylation was copied in expression as well as H4K8 binding to DNA. The return of hyperacetylation to pre-treatment conditions after drug removal supports the notion that these drugs are fast metabolized in the cell followed by decrease in their effective concentration [53], indicating the reversible effect to be a more general property of HDAC inhibitors. However, the irreversible effect on some histone acetylations tempts us to speculate that these two types of events are mediated by distinct histone modifications potentially generated by two distinct HDAC enzymes: PfHDAC1 for the reversible changes of euchromatin [44, 54] and the PfHDA2 for the irreversible changes involved in the gametocyte conversion [55]. Our hypothesis is supported by the fact that the small number of genes that remained de-repressed even after TSA removal belonged to gametocyte and merozoite stages. Our results confirm the role of histone modifications in exo-erythrocytic stages, and HDAC inhibitors have shown to cause hyperacetylation of *P. falciparum* gametocyte histone proteins [56]. Overall, our study opens avenue to explore HDAC inhibitors and other compound which target histone acetylations especially H4K8ac for developing novel drugs against multiple stages of malaria parasites.

## Conclusions

*Plasmodium falciparum* exhibits unique molecular mechanisms controlling chromatin remodeling as well as mechanisms that link epigenetic markers with transcription. Targeting of these molecular mechanisms has a high potential for development of new malaria intervention strategies. With our efforts to look at the combinatorial effects of histone marks on expression patterns, we can hope to decipher the histone code underlying complex regulatory make-up of these parasites and identify important elements of disease development. Our studies demonstrate the unique role of H4K8ac in maintaining the chromatin environment in *P. falciparum.* A threshold level of this acetylation most likely is required to keep the euchromatin or heterochromatin in a transcriptionally active state.

## Methods

### Parasite culture and drug treatments

*P. falciparum* strain 3D7 cells were cultured and synchronized under standard conditions [57]. Parasitemia was determined either by microscopic counting or cell sorting in the flow cytometer LSR Fortessa X-20 (BD Biosciences) using Hoechst 33342 (Sigma) [58].

### Drug treatments

*Plasmodium falciparum* cells were treated with IC_90_ values of apicidin (70 nM) or TSA (50 nM) at 5% parasitemia and 2% hematocrit for 6 h at 20-24 hpi. DMSO was used as a vehicle control. For wash-off experiments, drug-treated cells were pelleted down and washed with RPMI at least twice before culturing in fresh media without drug for specified time intervals and subsequently harvested for protein extraction, RNA extraction or chromatin immunoprecipitation. All experiments were done in either duplicates or triplicates.

### Plasmid construction and transfection

Histone H4 gene was mutated such that the targeted lysine (K) residues (K5, K8, K12, K16) were replaced with arginine (R). These amino acid exchanges were previously shown to preserve the positive charge but prevent acetylation [59, 60]. For this, plasmid pBCamR-3HA [35] was modified to create HA-tagged version of wild-type or mutated histone H4 gene in all constructs. Mutations in H4 gene were introduced by amplifying complete H4 gene of *P. falciparum* using forward primer carrying the respective change in nucleotide sequence (see Additional file 1). Unmodified H4 or H4 carrying mutations were cloned upstream of 3HA at *Bam* H1/*Nhe* 1 sites of pBcamR-3HA to make a fusion with the 3HA tag epitope and transfected into *P. falciparum* using the blasticidin-driven regulatable transgene expression systems [61]. *Plasmodium falciparum* strain 3D7 was transfected as described [62] to carry episomal copies of the plasmids in presence of selection marker blasticidin. Once the transfectants were stably maintained, the concentration of blasticidin was increased from 2.5 to 10 µg/ml in a dominant-negative selection system, which allowed the dominant expression of HA-tagged H4 protein.

### Protein extraction and immunodetection

For total protein, parasitized RBCs were lysed with 0.1% saponin and washed 2–3 times with PBS. Parasite pellets were resuspended in Laemmli SDS sample buffer, incubated at 100 °C for 10 min and centrifuged at maximum speed for 10 min to recover the supernatant.

Nuclear fractionation was done as described [35]. Briefly, saponin-lysed parasite pellets were incubated in cell lysis buffer CLB (20 mM HEPES (pH7.9), 10 mM KCl, 1 mM EDTA, 1 mM EGTA, 0.65% NP‐40, 1 mM DTT, protease inhibitors (Complete TM, Roche Diagnostics)) for 5 min on ice. Nuclei were pelleted at 5000 rpm, washed twice with CLB and digested with 300U MNase (Fermentas) in digestion buffer DB (20 mM Tris‐HCl, pH7.5, 15 mM NaCl, 60 mM KCl, 1 mM CaCl2, 5 mM MgCl2, 5 mM MnCl2, 300 mM sucrose, 0.4% NP‐40, 1 mM DTT, protease inhibitors) for 20 min at 37 °C. Soluble low salt nuclear fractions were recovered by centrifugation for 10 min at 13,000 rpm. Remaining nuclear debris was washed twice in DB and resuspended in high salt buffer HSB (20 mM HEPES (pH 7.9), 800 mM KCl, 1 mM EDTA, 1 mM EGTA, 1 mM DTT, protease inhibitors) by vortexing for 20 min at 4 °C. High salt nuclear fraction was recovered; after centrifugation for 5 min at 13,000 rpm, the high salt nuclear fraction was saved. The insoluble pellet was solubilized in SDS extraction buffer [2%SDS, 10 mM Tris‐HCl (pH 7.5)] by vortexing for 20 min at room temperature.

Acid extraction of histones was modified from the original protocol [63]. Briefly, the insoluble nuclear pellet containing DNA and histones was treated overnight with 0.25 M HCl at 4 °C. The acid-extractable protein was precipitated with trichloroacetic acid (TCA), washed in ice-cold acetone, and resuspended in Laemmli sample buffer.

For immunoblotting, identical amount of total protein lysates separated by 12% SDS-PAGE were transferred onto nitrocellulose membrane. Western blot analyses were carried out using primary antibodies probed against the core histone modifications (or HA from Sigma) obtained from Millipore, Upstate and horseradish peroxidase-conjugated secondary antibody from GE Healthcare. Polyclonal PfHDAC1 anti-serum [39], and actin (Millipore) were used as loading controls. Enhanced chemiluminescence kit was used for detection according to manufacturer’s instructions (Santa Cruz biotechnology, INC).

Immunofluorescence was carried out as described [64] using primary antibodies against HA (1:200) or H4K8ac (1:1000) and fluorophore-conjugated secondary antibodies (Invitrogen). Slides were visualized under Carl Zeiss LSM 510 Confocal Laser Scanning

Microscope.

### RNA preparation

Parasitized RBC pellets containing synchronized parasites from different stages were harvested and stored at −80 °C. RNA extraction, cDNA synthesis and amplification of cDNA were carried out as illustrated [65].

### Chromatin immunoprecipitation

Formaldehyde cross-linked chromatin was sonicated for 8 cycles or 20 cycles in case of ChIP-on-chip or ChIP-Seq, respectively, and immunoprecipitated as described [21].

### Microarray hybridizations and data analysis

#### Hybridization

Random amplification of immunoprecipitated DNA as well as input DNA for microarray was carried out for 30 cycles as described [65]. Equal amounts of Cy5 and Cy3 labeled ChIP and input DNA, respectively, were hybridized on *P. falciparum* custom arrays containing 5402 50-mer intergenic oligonucleotide probes and 10,416 70-mer ORF probes representing 5343 coding genes [66]. For RNA analysis, cDNA labeled with Cy5 was mixed with equal amounts of Cy3-labeled cDNA made from RNA from 3D7 parasites of all stages. The hybridizations were done on arrays containing *P. falciparum* ORF probes only. All hybridizations were performed on the Agilent hybridization system, and microarray scanning was done using Power Scanner (Tecan, Austria). Data were acquired using GenePix Prov6.0 software (Axon Instruments, USA).

#### Data analysis

The microarray data were normalized using the Limma package of R [67]. Briefly, LOWESS normalization was applied to all spots on each array followed by quantile normalization between arrays. Spots with flags >0 and median foreground intensity >1.5-fold median background intensity for either channel were included. The normalized log2 ratio of Cy5 versus Cy3 channel was used to present the fold change. The gene expression ratio was calculated by averaging the ratios for all probes mapping to the ORF of a gene.

Functional analyses were carried out to calculate functionally enriched pathways in a given dataset (using the functional gene annotation by MPMP [68]). Over-representation of pathways as compared to their respective frequency in the genome was calculated based on hypergeometric test (*P* < 0.05).

### Quantitative real-time PCR

For ChIP validation, qPCR was carried out on immunoprecipitated and input DNA samples. ChIP enrichment was calculated by using the ∆Ct method (Ct of immunoprecipitated target gene—Ct of input target gene) where Ct is the threshold cycle. All PCRs were done in duplicates or triplicates. Validation of invasion and proliferation genes was done by reverse transcribing RNA from H4-HA and H4K8R parasites (rings, trophozoites and schizonts) into cDNA. All qPCRs were performed using either Applied Biosystems SYBR Select Mix or SYBR Green PCR Master Mix (Bio-Rad) according to the manufacturer’s instructions.

### High-throughput ChIP-Seq

#### Library preparation

Purified DNA from H4K8ac immunoprecipitated chromatin of ring, trophozoite and schizont stages as well as sonicated genomic input DNA (schizont stage input DNA) was used to prepare ChIP-Seq libraries. Libraries for ChIP-Seq were prepared using NEBNext Ultra DNA library prep kit from Illumina according to manufacturer’s instructions with a few modifications in amplification. Libraries were amplified for 3 PCR cycles (15 s at 98 °C, 30 s at 55 °C, 30 s at 62 °C) followed by 7–9 PCR cycles (15 s at 98 °C, 30 s at 63 °C, 30 s at 65 °C) using KAPA HiFi HotStart Ready Mix (Kapa Biosystems, Woburn, MA). 150-bp paired end reads were obtained using HiSeq 2500 (Illumina).

#### Data processing

Sequence reads were aligned to the *P. falciparum* genome (downloaded from Gene DB, Jul2015) using BWA, version 0.7.12 [69]. After adapter trimming using skewer version, 0.1.125 [70], and removal of PCR duplicates, uniquely aligned reads (mapping quality >20, the probability of incorrect mapping <0.01) were extracted out for further study.

#### Data visualization

The processed data were visualized using integrative genomics viewer (IGV) interface [71]. ChIP-Seq profiles for gene models were generated using total reads counts. For this, total read coverage at 50-bp intervals was determined for regions spanning 1 kb upstream of start codon and 1 kb downstream of stop codon. Read coverage within ORF was calculated in 30 bins with the interval size approximate to 50 bp (the average length of genes in the whole genome is 1500 bp). Finally, for every library, the read coverage of each bin was normalized by the corresponding read coverage of that bin in the control input library.

#### Peak calling

The enrichment of histone occupancies was determined by peak calling algorithm built in MACS, version 2.1 [72] applied with parameters—nomodel-*q* 0.25—broad—slocal 500.

## Additional files

**Additional file 1.** (a) Vector map (b) ChIP-Seq coverage (c) Primer sequences used in this study (d) Supplemental figure and table legends.

**Additional file 2: Figure S1.** *P. falciparum* transgenic lines for mutations in H4 acetylations (related to Fig. 1).

**Additional file 3: Table S1.** Genes differentially expressed in the transfectants (related to Fig. 1).

**Additional file 4. Figure S2.** Differentially expressed pathways in the transfectants (related to Fig. 1).

**Additional file 5. Table S5.** Parasite age estimation from RNA expression data of the transfectants (related to Fig. 1).

**Additional file 6. Table S2.** Genes that remain deregulated after removal of TSA (related to Fig. 2).

**Additional file 7. Table S3.** Overlap between H4K8ac binding and expression changes during TSA treatment (related to Fig. 2).

**Additional file 8. Figure S3.** Histone marks at dominant var genes (related to Fig. 3).

**Additional file 9. Figure S4.** ChIP coupled to high throughput sequencing (related to Fig. 4).

**Additional file 10. 

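Table S4 lists peaks of the HiSeq run with their position, size and number of reads, one sheet per stage. In the part read here, 1999 peaks per stage, every peak name and position matched the deposited list of its stage, and the stated size was 1 bp less than the length of the peak. The median number of reads per peak was 2270 in rings, 1839 in trophozoites and 2135 in schizonts. Divided by the length of the peak, the median was 5.04 reads per bp in intergenic peaks of rings, 6.43 in peaks overlapping both and 7.36 in peaks within ORFs. In trophozoites these medians were 3.88, 4.89 and 5.17 reads per bp, and in schizonts 4.71, 5.94 and 6.72. The reads are counts in the ChIP library and are not divided by the input.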

Table S4.** MACS identified peaks for H4K8ac ChIP-Seq (related to Fig. 4).

## Abbreviations

ac: acetylation
me: methylation
IDC: intraerythrocytic developmental cycle
PTM: post transcriptional modification
ORF: open reading frame
IGR: intergenic region
HDAC: histone deacetylase inhibitor
TSA: trichostatin A
ChIP: chromatin immunoprecipitation
bp: base pair

# Supplementary material for: Histone 4 lysine 8 acetylation regulates proliferation and host–pathogen interaction in Plasmodium falciparum
**Source:** Epigenetics Chromatin. 2017 Aug 22;10:40. doi: 10.1186/s13072-017-0147-z
**Supplement:** Supplementary file 1 — Additional file 1. (a) Vector map (b) ChIP-Seq coverage (c) Primer sequences used in this study (d) Supplemental figure and table legends.

**a) Plasmid used to introduce mutations in histone H4 gene**

**Mutations in histone H4 gene**

Shown below are the H4 sequences with mutations highlighted for each construct. The H4 gene in all constructs is HA tagged.

***P. falciparum* Histone H4 acetylation specific lysine K (AAA, AAG) mutated to arginine  R (AGA)**

**H4-HA**: ATG TCA GGA AGA GGT AAG GGA GGT AAA GGT TTG GGA AAA GGA GGA GCT AAG

**H4K5R**: ATG TCA GGA AGA GGT AGA GGA GGT AAA GGT TTG GGA AAA GGA GGA GCT AAG

**H4K8R**: ATG TCA GGA AGA GGT AAG GGA GGT AGA GGT TTG GGA AAA GGA GGA GCT AAG

**H4K12R**:ATG TCA GGA AGA GGT AAG GGA GGT AAA GGT TTG GGA AGA GGA GGA GCT AAG

**H4K16R**:ATG TCA GGA AGA GGT AAG GGA GGT AAA GGT TTG GGA AAA GGA GGA GCT AGA

**H4ac4R**:ATG TCA GGA AGA GGT AGA GGA GGT AGA GGT TTG GGA AGA GGA GGA GCT AGA

**b) ChIP-sequencing performed in this study**

| **S.No** | **Samples** | **Mapped reads** | **Unique reads** | **Coverage (X)** |
| --- | --- | --- | --- | --- |
| 1 | MiSeq_Input | 6,606,926 | 4,830,755 | 28.75 |
| 2 | MiSeq_Rings | 5,638,758 | 4,077,404 | 24.88 |
| 3 | MiSeq_Trophozoites | 4,446,739 | 3,058,177 | 17.91 |
| 4 | MiSeq_Schizonts | 5,455,877 | 4,007,751 | 24.53 |
| 5 | HiSeq_Input | 88,288,178 | 80,357,117 | 476.71 |
| 6 | HiSeq_Rings | 85,660,412 | 67,136,799 | 406.91 |
| 7 | HiSeq_Trophozoites | 96,469,922 | 50,422,888 | 296.18 |
| 8 | HiSeq_Schizonts | 93,262,176 | 63,179,487 | 383.86 |

c) Oligonucleotide sequences used in this study

**d)** **Supplemental figure and table legends**

**Figure S1. *P. falciparum* transgenic lines for mutations in H4 acetylations (related to Figure 1). (A) Increase in plasmid copy number.** Change in plasmid copy number was determined by carrying out quantitative real time PCR (qPCR) on blasticidin S deaminase (BSD) gene and calculating the Ct value difference between cells grown at 2.5 and 10 µg/ml BSD. The Ct values were normalized to single copy arginyl-tRNA synthetase gene. **(B) Nuclear localization of HA-tagged H4 proteins**. Upper panel: Western blot was done using acid extractedhistones using antiHA antibody to confirm the presence of HA-tagged H4 proteins in histone fraction. Anti-H4 antibody was used as positive control. Lower panel: Immunofluorescence detection of HA-tagged proteins in the nucleus using primary antibodies against HA and fluorophore conjugated secondary antibodies. Anti-H4K8ac was used as a positive control for nuclear localization.Cells were grown in10 µg/ml blasticidin for both the experiments. **(C) Correlation between the control transfectants.** Microarray expression data ofRNA extracted from 5 time points across the IDC for HA and H4-HA transfectants was heirarchically clustered along with the RNA extracted from 3 time points across the IDC for H4-HA (3 time points, 3 bioloical replicates used for normalizing the expression data from the transfectants with mutations). **(D)** **Correlation between the transfectants with mutations.** Heat map shows the Pearson’s correlation coefficient between the differential expression (normalized to H4-HA, average of triplicates) of all genes in the transfectants. **(E)** **Comparison between expression profiling at 2.5 and 10 µg/ml blasticidin.** RNA extraction andexpresison profiling was done for the transfectants H4-HA and H4K8R grown at 2.5 and 10 µg/ml blasticidin at schizont stage. Heat map shows that transcriptional changes between H4K8R and H4-HA (both grown at blasticidin 10 µg/ml) are similar to those induced in H4K8R grown in 10 and 2.5 µg/ml of blasiticidin. On the other hand, H4-HA grown in 10 and 2.5 µg/ml of blasticidin shows very few transcriptional changes. The pathways enriched in H4K8R when grown in 10 versus 2.5 µg/ml of blasiticidin are shown on the right. (**F) Transcription of ribosomal protein coding genes.** Heat map depicts the diferential expression (H4-HA subtracted data, average of triplicates) of ribosomal protein coding genes in the transfectants. As shown in Figure 1D, the cytoplasmic ribosomal protein coding genes are mainly annotated as *genes coding for ribosome struture* , *genes coding for components involved in ribosome assembly* and *maturation and export of 60S and 40S ribosomal subunits*. The organellar ribosomal protein coding genes are mainly annotated as *ribosome structure genes*, *nulear genes with apicoplast signal sequence* and *nuclear genes with mitochondrial signal sequence* (for details see MPM pathway annotation [1]). **(G) Timing of transgene expression.** Westen blot analyses with the transgenic cell line of unmutated H4 carried out in three developmental stages ring (R), trophozoite (T) and schizonts (S). **(H)** **Comparison of transgene versus wildtype protein expression.** The protein intensities from western blot used in Figure 1A were measured using Image J. After backfround subtarction, intensities of HA-tagged proteins were comapred with endogenous proteins in the transfectants grown at both 2.5and 10 µg/ml of blasticidin. **(I) Quantitative real time PCR validation of deregulated genes in H4K8R.** Candidate genes belonging to merozoite invasion or ribosomal protein subunits down or up-regulated in H4K8R microarray data were validated using qRT PCR. Fold change expression in H4K8R comapred to H4-HA was calculated in respective genes from trophozoite and schizont stages. The graph repersents data from two individual biological replicates. RAP2: PF3D7_0501600; RAP3: PF3D7_0501500; MSP H101: PF3D7_1035600; 40S S10: PF3D7_0719700; 50SL17: PF3D7_0522500.

**Figure S2. Differentially expressed pathways in the transfectants (related to Figure 1).** Boxplots were created to represent the difference in expression forall the genes (as annotated by MPMP) belonging to the differentially expressed pathways (as shown in Figure 1D). For transfectants with mutation and empty vector control, microarray log2 ratio of every gene in the pathway was normalized to H4-HA carrying no mutation.

**Figure S3. Histone marks at dominant *var* genes (related to Figure 3). (A) Expression of dominant *var* gene in 3D7 clones.** RNA was extracted from 4 clones of 3D7 at ring, trophozoite and schizont stages. cDNA from the respective RNA samples was hybridized against 3D7 reference pool. The graphs represent fold change in expression of *var* genes at the 3 stages. The dominantly expressed *var* gene in each of the clone is marked with the arrow. **(B)** **H4K8ac is enriched at the intergenic regions of dominant *var* gene.** The top graph shows the expression of one dominant *var* gene and one silent *var* gene in the 4 clones of 3D7. The bottom 3 graphs show the ChIP enrichment of the same genes by qPCR (input subtracted Ct values normalized to ORF of PF3D7_1240300).

**Figure S4. ChIP coupled to high throughput sequencing (related to Figure 4). (A) Reads obtained from ChIP-Seq using H4K8ac antibody** Read counts were binned into 50 bp bins covering 1000 bp on each side of ATG for every gene. The graph shows the correlation between raw reads obtained from MiSeq and HiSeq runs for all 5420 genes. Regression coefficient (R2) was calculated at each of the 3 stages. **(B)** **ChIP-on-chip using H4K8ac antibody.** H4K8acimmunoprecipitated chromatin used for ChIP-Seq was also used for microarray for comparison. ChIP-on-chip profile (averaged ChIP/input log2 ratios) for all genes is plotted against probe position from -1000 bp to +2000 bp with respect to ATG.

**Table S1. Genes differentially expressed in the transfectants (related to Figure 1). Microarray expression analyses of transfectants across 3 stages of the IDC.** Differential expression was assessed by paired student’s T-test (*P < 0.05*). Data is represented as average log2 ratio of biological triplicates and normalized to the unmutated H4-HA transfectant.

**Table S2. Genes that remain deregulated after removal of TSA (related to Figure 2).** The table lists the genes that remain up or down regulated even after TSA is being washed off. The stage of the IDC when the gene is maximally expressed under normal conditions is shown.

**Table S3. Overlap between H4K8ac binding and expression changes during TSA treatment (related to figure 2).** The table lists the genes (corresponding to microarray probes on the chip), which show differential binding and are also differentially expressed between TSA treated and non-treated cells.

**Table S4. MACS identified peaks for H4K8ac ChIP-Seq (related to figure 4).**

**Table S5. Parasite age estimation (related to Figure 1).** The gene expression data of each transfectant sample was compared to a reference IDC transcriptome using Pearson’s correlation coefficient in order to map the age of the parasites post invasion [2].

**Supplemental References:**

1. Ginsburg H: **Progress in in silico functional genomics: the malaria Metabolic Pathways database.** *Trends Parasitol* 2006, **22:**238-240.

2. Mok S, Imwong M, Mackinnon MJ, Sim J, Ramadoss R, Yi P, Mayxay M, Chotivanich K, Liong KY, Russell B, et al: **Artemisinin resistance in Plasmodium falciparum is associated with an altered temporal pattern of transcription.** *BMC Genomics* 2011, **12:**391.

# Supplementary material for: Histone 4 lysine 8 acetylation regulates proliferation and host–pathogen interaction in Plasmodium falciparum
**Source:** Epigenetics Chromatin. 2017 Aug 22;10:40. doi: 10.1186/s13072-017-0147-z

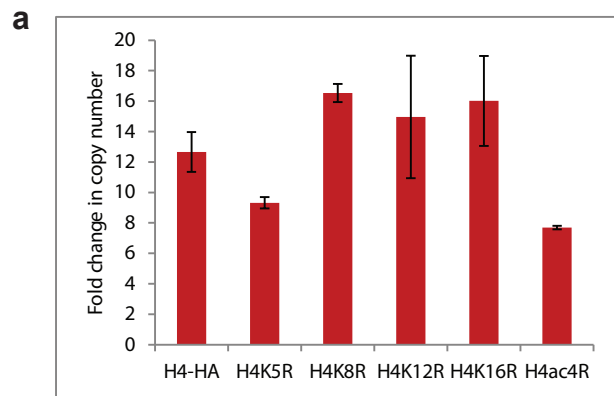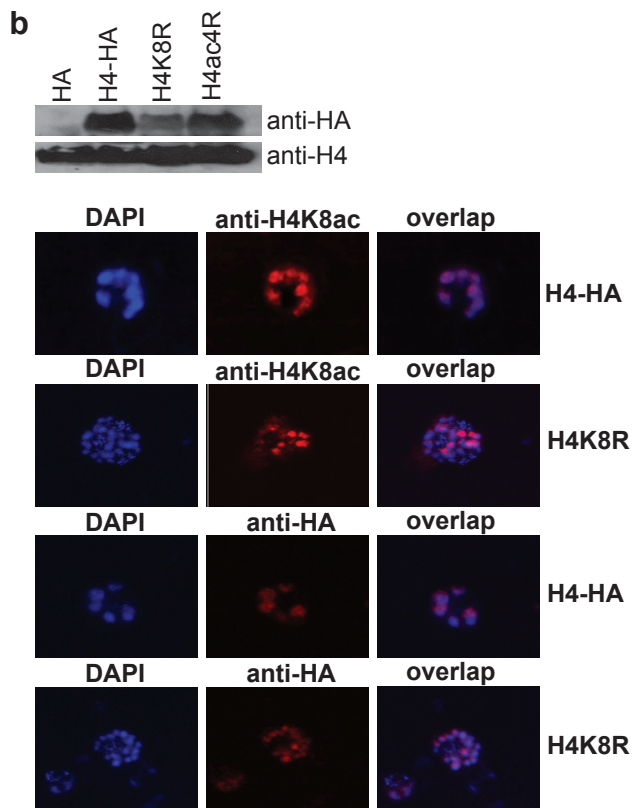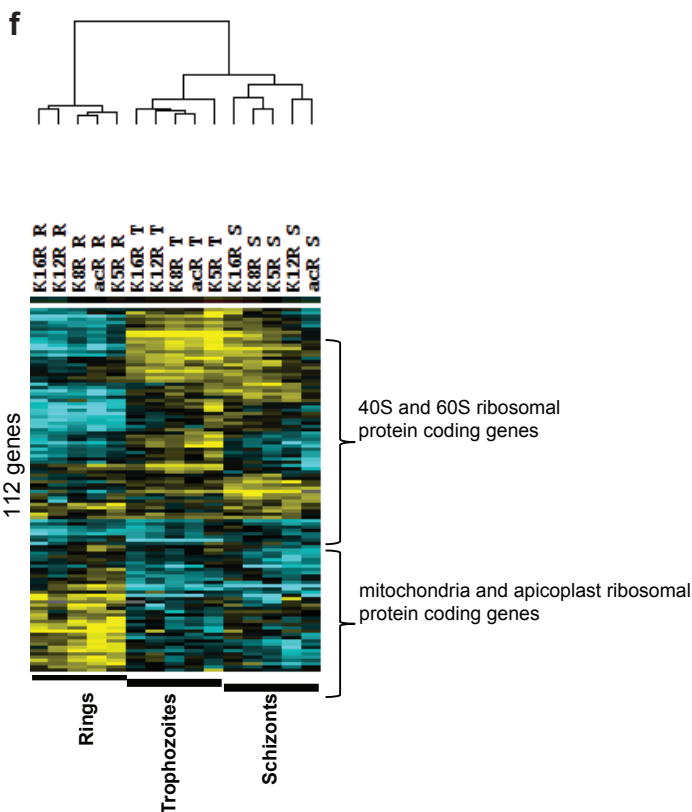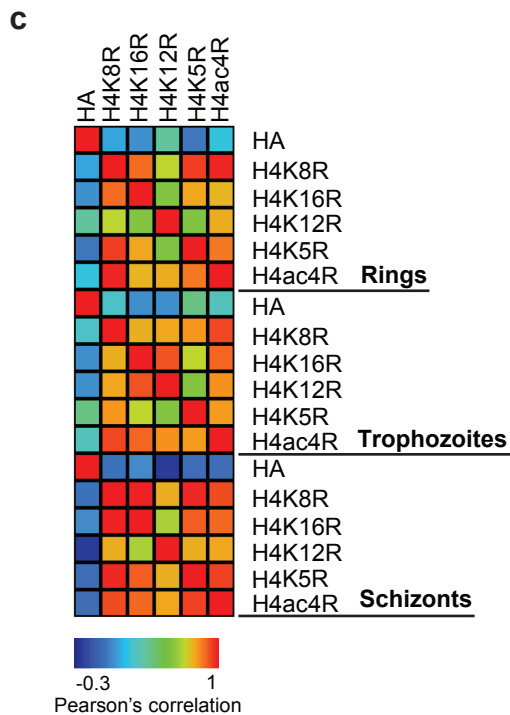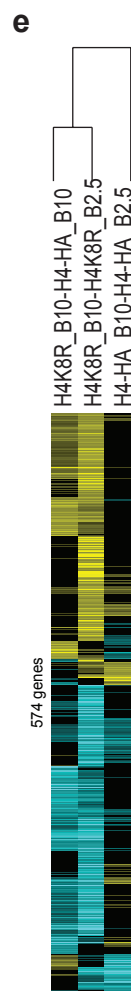

Enriched pathways in H4K8R schizont stage;  $P < 0.05$   
(grown at Blasticidin10  $\mu\text{g/ml}$  normalized to Blasticidin 2.5  $\mu\text{g/ml}$ )

up regulated

- Genes involved in excision-repair
- DNA replication
- Nuclear genes with apicoplast signal sequences
- Ribosomal structure
- Transporters of the plasma membrane
- Proteins targeted by the thioredoxin superfamily enzymes

down regulated

- Subcellular localization of proteins involved in invasion
- Established and putative Maurers clefts proteins
- PfEMP1 domain architectures
- Rosette formation between normal and infected RBC
- interactions between modified host cell membrane and endothelial cell
- Structure of telomere and sub-telomeric regions
- Protein kinase coding genes
- Protein phosphorylation

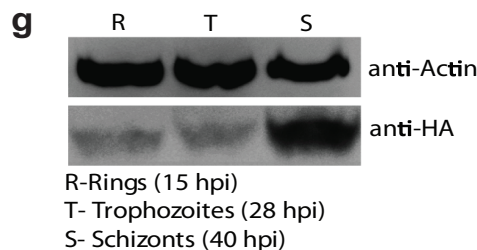

h

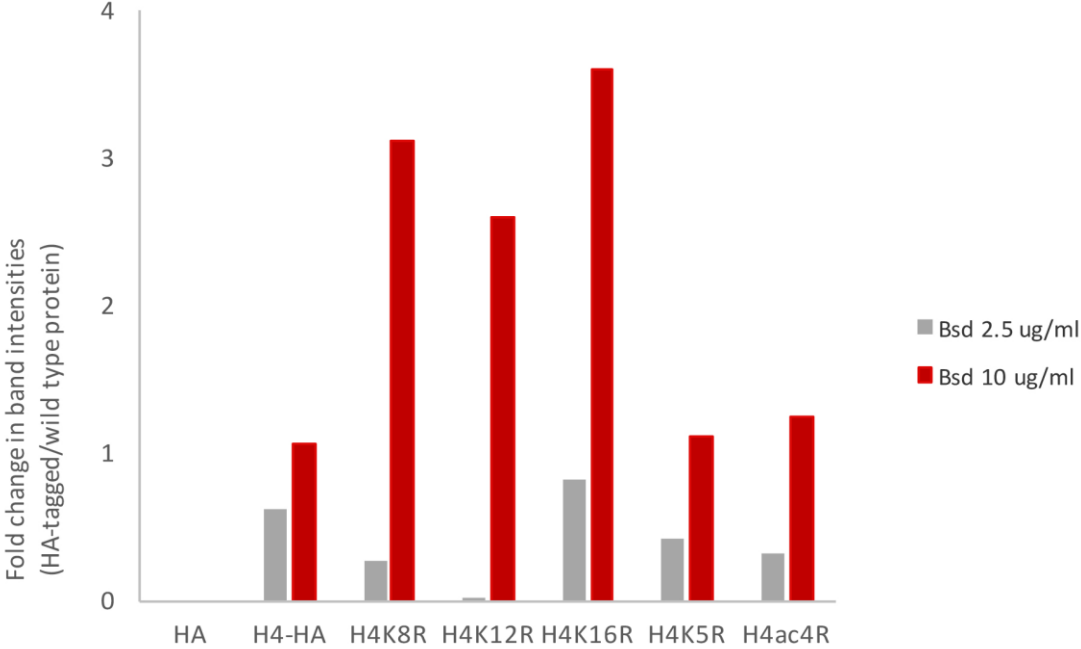

i

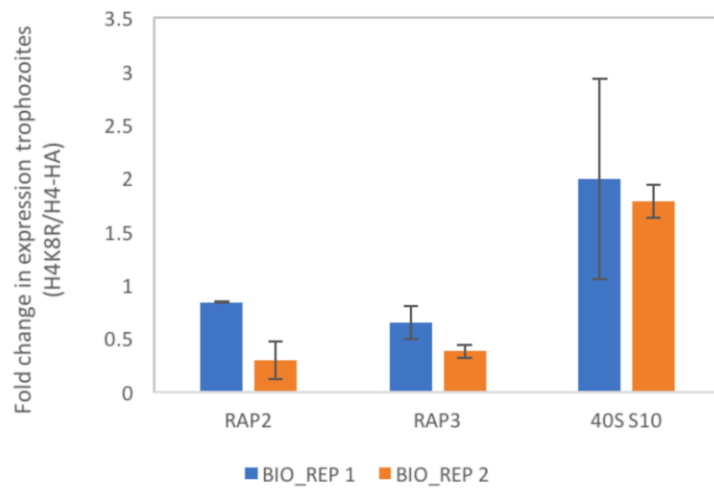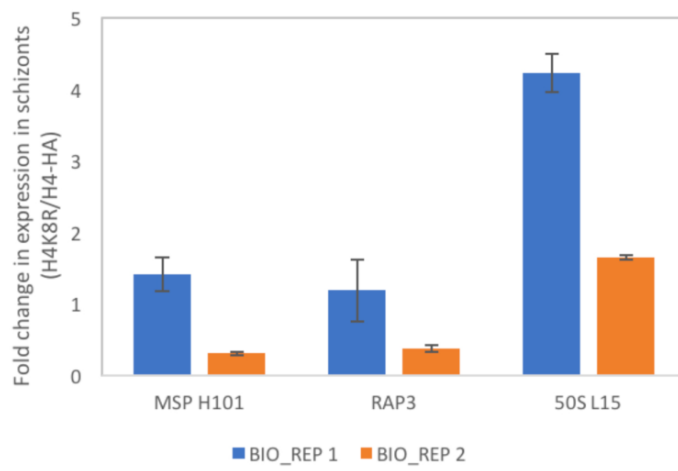

**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. P. falciparum transgenic lines for mutations in H4 acetylations (related to Fig. 1).

How the deposited data were processed for this re-analysis (not part of the article)

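H4K8ac-immunoprecipitated DNA of rings (8 to 12 hpi), trophozoites (24 to 28 hpi) and schizonts (34 to 38 hpi) and input DNA were sequenced in a MiSeq and a HiSeq run. For each stage and run there was 1 library, and input was genomic DNA of the schizont stage. The authors mapped the reads, called peaks against the input with MACS 2.1.0.20150420 and deposited a list of peaks per stage and run. No read or coverage data were used here, apart from the read counts per peak of Table S4. In the deposited lists the pileup is a signal, the number of extended tags at the peak. The authors' p- and q-values are deposited on the -log10 scale. The deposited fold enrichment is a ratio of pileup to local background, each with 1 added, and the background was computed from these values. The headers of the lists record a q-value cut-off of 0.25 without broad calling for the HiSeq run and of 0.2 with broad calling for the MiSeq run.

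The tags MACS used in the HiSeq run were 20389484, 16811607 and 19876296 for rings, trophozoites and schizonts, and those of the MiSeq run were 1943616, 1465844 and 1915181. With 1 library per stage and run, the precision between cultures is unknown. Wilson intervals of shares cover counting error only, and intervals from resampling the 14 nuclear chromosomes 10000 times cover variation along the genome.

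Peaks were compared with the spans of 5282 protein-coding genes. Strand, exons and gene products were not used here. Peaks were classed as fully within an ORF, fully intergenic or overlapping both. Shares of peaks and genes were set against 10000 circular shifts of the peaks along their chromosome. The median fold enrichment of intergenic peaks was set against 10000 random sets of intergenic and ORF peaks matched on deciles of peak length. Position at gene ends was the log2 ratio of the share of bases covered in the first 500 bp inside the ORF to that beyond 500 and up to 1000 bp outside. Gene lists from Tables S1 and S3 were set against 10000 random lists of protein-coding genes matched on gene length, and 95.2% of the 1728 gene identifiers in these tables were found among the genes used here. A value was called past its threshold when it lay outside the central 95% of the shifts or random sets, or when the 95% interval of a log2 ratio or difference excluded 0. Differences between stages were computed with the same chromosomes resampled in both.

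The genes and peaks named in the text, apart from the 3 mitochondrial peaks, were set by a rule written before the data were examined. The rule took the 3 genes of Fig. 4a and the var genes of Fig. 3c. It also took the 3 peaks with the highest fold enrichment in each HiSeq list, with the gene they overlap or lie next to. Alternatives were peaks with q 0.20 or less, the cut-off named in the legend of Fig. 4, or 0.01 or less, the MiSeq run, an overlap of 50% of the peak, the ORF alone or whole intergenic regions, peaks of 500 bp or more, leaving out 100 kb at each chromosome end, windows of 250 bp, peak summits, weighting by fold enrichment, matching on background in 10 or 50 classes, and ends with no other ORF within 1 kb.

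Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The computations were tested on 13 simulated cases, and each of the 13 returned the value built into it. Left out were the 3 peaks on the mitochondrial genome, except where named, and every result that needs strand or exons.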

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

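All tests in this part were chosen only after the pattern they concern was seen, and those of single chromosome ends, tRNA clusters and weak peaks were set before their own values were known.

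The excess of fold enrichment in intergenic over ORF peaks differed between stages. It was smaller in schizonts than in trophozoites, a difference of -0.0603 (95% interval -0.0737 to -0.0473 from resampling chromosomes), and smaller than in rings, a difference of -0.0600 (-0.0778 to -0.0416). The schizont library had 97.48% as many tags as the ring library, so its size does not account for the difference from rings. The same input of schizont DNA served all 3 stages, and whether it matches schizonts more closely than the other stages was not tested. A gap between intergenic and ORF background that varies with the stage was tested by matching intergenic and ORF peaks on background in each stage. After matching, schizonts differed from rings by -0.0146 (-0.0600 to 0.0138), no longer past the threshold, and from trophozoites by 0.0515 (0.00560 to 0.0654), in the other direction. The median background was 250.1 in ORF and 174.5 in intergenic peaks of rings, 198.7 and 144.3 in trophozoites, and 239.4 and 173.8 in schizonts. The gap was thus smaller in schizonts than in rings but not smaller than in trophozoites. The difference from rings cannot be told apart from background, and for the difference from trophozoites, which changed direction after matching, the test does not settle whether background plays a part. With 1 library per stage, no biological explanation was tested.

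Position at gene ends also differed between stages. The log2 ratio of coverage just inside the ORF to coverage beyond 500 and up to 1000 bp outside fell from rings to trophozoites by a difference of -0.19 (-0.26 to -0.11), from trophozoites to schizonts by -0.27 (-0.33 to -0.21), and from rings to schizonts by -0.45 (-0.53 to -0.37). Longer trophozoite peaks could lower the ratio by spreading over both windows. With peak summits in place of covered bases, the difference between trophozoites and rings was -0.13 (-0.20 to -0.04), so longer peaks do not account for all of it. The same difference was not past its threshold at q 0.01 or less, with bases weighted by fold enrichment or at ends with no other ORF within 1 kb, and in the MiSeq lists it was larger, at -0.78 with an interval below 0. For schizonts against trophozoites, the MiSeq lists gave the opposite direction, at 0.41. The other alternatives kept the direction and stayed past the threshold, from -0.18 with peak summits to -0.47 at q 0.01 or less. With 1 library per stage, a change of position with development remains a hypothesis, and a difference between cultures was not testable.

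Peaks of rings were frequent beyond the outermost protein-coding genes of the chromosomes, a region the paper's ChIP-Seq results do not discuss. HiSeq peaks covered 25.6% of these 591707 bp in rings against 8.63% of the nuclear genome, a ratio of 2.96. In trophozoites the ratio was 0.327 and in schizonts 0.664. A difference between the sequencing runs was tested with the MiSeq ring list, where the ratio was 7.65, so the excess is present in both runs. The covered share was larger in rings than in trophozoites at 27 of the 28 chromosome ends, so the excess does not rest on a few of them. At some ends the shares were nearly equal, as at 1 end of chromosome 2 (0.8521 against 0.8363%). In the MiSeq ring list 16 of the 28 ends held a peak. Each chromosome was taken to end at its last gene or peak, so bases beyond that are not counted. The paper states that only uniquely aligned reads were kept, and the other stages, with the same input, show no excess, so reads shared between repeats do not by themselves account for an excess in rings only. A difference in DNA content at chromosome ends between the cultured rings and the schizont DNA used as input was not testable from peaks, so the pattern cannot be told apart from it. A candidate explanation that remains is H4K8ac at chromosome ends in rings, and it is a hypothesis found and tested on the same data.

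The trophozoite HiSeq list held 3 peaks on the mitochondrial genome, which the paper does not mention. They lie at 197 to 538, 1575 to 3157 and 4485 to 5048, with fold enrichments of 1.16, 1.19 and 1.17. The MiSeq list of trophozoites held 0 such peaks, but with fold enrichments this low its depth decides nothing, and a difference between the runs cannot be ruled out. More mitochondrial DNA in trophozoites than in the schizont input might also raise the ratio, and it was not testable. No biological explanation was tested.

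tRNA genes, outside the genes the paper discusses, often had a ring peak nearby. A HiSeq peak lay on or within 500 bp of 31 of the 45 tRNA genes in rings (68.9%, 95% interval 54.3 to 80.5), against a median of 24.4% for circular shifts. In trophozoites the share was 46.7% (shifts 35.6%) and in schizonts 24.4% (shifts 20.0%), neither past the threshold, and the difference between stages was not tested. This was the largest excess among 30 comparisons of 5 gene types in 6 lists, of which 2 were above the 95% range of shifts. The other was rRNA genes in schizonts (64.3% against a median of 32.1%). In rings snoRNA genes lay on the upper limit (45.2% against 26.2%), at percentile 97.97, so counted by percentile 3 comparisons were above. With tRNA genes closer than 2 kb counted once, 72.0% of 25 clusters had a peak, so a few clusters do not account for the excess. With peaks of q 0.01 or less, 66.7% of tRNA genes still had one, so weak peaks do not account for it. The MiSeq ring list had a peak at 4.44% of tRNA genes, against a median of 2.22% for shifts, which is too few to tell, so a difference between the runs cannot be ruled out. H4K8ac at tRNA genes in rings is a hypothesis that may merit a test in another library.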

How the results depend on the processing

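All tests of how the results depend on the processing used alternatives set before the data were examined, except those on position at gene ends, on differences between stages, on whole intergenic regions and on matching by background, which were chosen after the result was seen.

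Over 50 results, 160 alternative values were computed. Of these, 112 kept their direction and side of the threshold, or their value within the stated bounds, and 19 moved, 8 became weaker, 2 became stronger and 19 reversed. The number of peaks with q 0.20 or less, overlap by 50% of the peak, the ORF alone or whole intergenic regions, peaks of 500 bp or more, 250 bp windows and peak summits kept the direction and side of every result they were tried on. The causes of the changes below were not tested unless stated.

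With peaks of q 0.01 or less, the number of peaks fell to 2982 in rings and 1973 in schizonts. The length covered fell to 1395429 bp in rings, 2983096 bp in trophozoites and 943422 bp in schizonts. The share of peaks within ORFs went from above to below shifted peaks, at 41.1% in rings, 45.0% in trophozoites and 45.9% in schizonts. The intergenic share of rings went above their median, at 33.5%, within their range. The difference in position between trophozoites and rings was -0.0352 on the log2 scale and no longer past the threshold, and that in the excess of intergenic fold enrichment was -0.0112 in place of 0.00033, with both intervals including 0. Of the peaks at the genes of Fig. 4a, 1 was left in schizonts, and of those at the var genes, 2 were left in rings. Genes lowered in H4K8R schizonts had a peak less often than random lists, at 28.4%.

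In the MiSeq run, which had fewer tags and other calling settings, there were 662 peaks in rings, 1547 in trophozoites and 399 in schizonts. They covered 504295, 1315485 and 244306 bp. The share of genes with a peak was below that of shifted peaks in rings (12.2%) and schizonts (7.69%), though within their range. The excess of intergenic fold enrichment reversed to -0.00591 in rings, -0.0206 in trophozoites and -0.0128 in schizonts. The intergenic medians were within the range of random sets, and whether the MiSeq values belong to the listed regions is open. The difference in position between schizonts and trophozoites reversed to 0.41. The genes of Fig. 4a had 0 peaks in rings, 2 in trophozoites and 0 in schizonts, and the var genes 1, 1 and 0. Genes lowered in H4K8R had a peak in 16.5% of cases in rings, past the threshold, and in 29.0% in trophozoites, below the median of random lists (30.0%) but within their range. Genes raised in H4K8R had one in 11.1% in rings, below the median (11.9%) but within the range, and in 7.31% in schizonts, within the range, as had genes with raised binding after TSA (32.9%).

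Without 100 kb at each chromosome end, the share of peaks within ORFs was 53.0% in rings, no longer past the threshold, and 49.3% in trophozoites, below the median of shifted peaks but within their range. The difference in position between trophozoites and rings was no longer past the threshold with bases weighted by fold enrichment (-0.0485) and with no other ORF within 1 kb (-0.0527). With intergenic and ORF peaks matched on background, the excess of intergenic fold enrichment was -0.0437 in trophozoites, reversed, and 0.00780 in schizonts, no longer past the threshold, while in rings it stayed past it at 0.0224. With 50 classes of background it was -0.0523 in trophozoites and -0.0342 in schizonts, both reversed, and 0.0174 in rings. The threshold in these tests was applied to the intergenic median, which in schizonts stayed within the range of random sets. Matching on background turned the difference in this excess to -0.0661 between trophozoites and rings and to 0.0515 between schizonts and trophozoites, both reversed, and to -0.0146 between schizonts and rings, no longer past the threshold.

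Not run, because strand and exons were not used here, were alternatives set before the data were examined: ORFs as coding exons only, the whole 5′ intergenic region, and every alternative for position around the start codon and for coverage downstream of the stop codon, whose results were not computed either. The share of genes with a peak was planned for the ORF and 1 kb upstream and was computed with 1 kb on either side. The planned comparison of all var genes with random genes was not run, because gene products were not used here.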

Differences from the paper's values

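No test of a cause was made for these differences, and none was chosen after the result was seen. None of the numbers of peaks, shares and numbers of genes, numbers of peaks per class and median fold enrichments differed from the paper's by a factor above 1.5 under the choices used at the claims.

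The paper states that 52% of genes have a peak in rings, 92% in trophozoites and 68% in schizonts, and the re-analysis gave 58.2, 75.6 and 50.3%. The paper's text thus places schizonts above rings, while the re-analysis placed rings above schizonts. It did so as well with q 0.01 or less (42.1 against 33.5%) and in the MiSeq run (12.2 against 7.69%). The same held with the ORF alone (49.7 against 39.6%) and with an overlap of 50% of the peak (54.8 against 46.3%). It held with whole intergenic regions too, a choice made after the values were seen (65.7 against 58.8%). The line of Fig. 4b, read by eye, stands at about 3700 genes for rings, about 5000 for trophozoites and about 2900 for schizonts, against 3072, 3993 and 2657 genes here, with rings above schizonts in both. With whole intergenic regions the numbers were 3471, 4433 and 3104. For the share of genes in rings, the value came nearest to the paper's with the ORF alone (49.7%) and with an overlap of 50% of the peak (54.8%). None of the alternatives reached the paper's shares for trophozoites and schizonts. With the paper's shares for rings and schizonts exchanged, the nearest values would be 65.7% in rings against 68% and 50.3% in schizonts against 52%. Whether they were exchanged in the text cannot be told from the peak lists.

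The paper's numbers of peaks, 4648, 6306 and 3515, are those of the deposited HiSeq lists. The legend of Fig. 4 names a q-value cut-off of 20%, and 123 peaks of the ring list, 67 of the trophozoite list and 154 of the schizont list have a larger q-value. The methods describe broad calling, while the HiSeq lists record that it was off.

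The paper states that sequence coverage is highest in the 5′ intergenic regions, followed by peaks overlapping both classes and then by peaks within ORFs. The fold enrichment had that order in the HiSeq lists, with medians of 1.39, 1.29 and 1.22 in rings. The pileup had the opposite order in rings and schizonts, with medians of 251, 297 and 305 in rings and 239, 282.5 and 294 in schizonts. In trophozoites it was lowest in intergenic peaks as well, at 221, 273 and 261. In Fig. 4c, read by eye, the medians of intergenic peaks are about 1.5 in rings, about 1.5 in trophozoites and about 1.4 in schizonts, and those here were 1.39, 1.50 and 1.34. The medians of ORF peaks are about 1.3, about 1.3 and about 1.2 in Fig. 4c, against 1.22, 1.33 and 1.23 here.

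The paper describes a move of H4K8ac from distal 5′ intergenic regions in rings to the start of the ORF in trophozoites. With both ends of genes pooled, the log2 ratio of coverage just inside the ORF to distal coverage was higher in rings (1.37) than in trophozoites (1.18), and in each stage coverage was highest 151 to 200 bp inside the ORF. That difference, -0.19, had an interval including 0 with q 0.01 or less (-0.0352), with bases weighted by fold enrichment (-0.0485) and with no other ORF within 1 kb (-0.0527), and was larger in the MiSeq run (-0.78). The log2 ratio of schizonts was lower (0.92) in the HiSeq run, while in the MiSeq run it was higher than in trophozoites by 0.41. At the 6554 ends with no other ORF within 1 kb, the HiSeq log2 ratios were higher in each stage. They were 1.985 in rings, 1.932 in trophozoites and 1.466 in schizonts. The windows used here do not separate 5′ from 3′ ends, and they were chosen after the data were examined. Coverage here is the share of bases under called peaks. The paper instead plotted read coverage divided by that of the input, for genes grouped by their time of maximum expression.

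The paper reports a high correlation between the runs for tag counts around the start codon. Across overlapping peaks, the fold enrichment of the runs had a rho of 0.0189 in rings, -0.00830 in trophozoites and -0.0571 in schizonts, a different measure.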

Other observations

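The comparison of gene lists was set before the data were examined, and all other tests in this part were chosen only after the pattern they concern was seen. Of these, matching on background in deciles and the tests of short and long MiSeq peaks and of the pileup between runs were set before their own values were known.

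Fold enrichment was higher in intergenic than in ORF peaks of the HiSeq lists, while the median pileup was lower, with a log2 ratio of intergenic over ORF peaks of -0.28 in rings, -0.24 in trophozoites and -0.30 in schizonts. The higher fold enrichment therefore goes with a lower background rather than with more tags. A candidate explanation is that a region of low background needs a higher fold enrichment to pass the q-value cut-off. When intergenic and ORF peaks were compared within deciles of the background, 12.9% of the difference was left in rings, -25.2% in trophozoites and 6.88% in schizonts. In rings the intergenic median was above random sets matched on background, with deciles and with 50 classes, while in trophozoites it was below them. The matched difference with 50 classes was 0.0174 in rings and -0.0523 in trophozoites. Background differences within classes were not removed, so these small remainders are not interpreted. The background was computed from pileup and fold enrichment of the same peaks. Because only called peaks were used, these values do not tell whether H4K8ac itself differs between intergenic regions and ORFs, and no biological explanation was tested.

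The MiSeq lists showed no higher fold enrichment in intergenic peaks. The choice of regions called in that run does not account for all of this. Among HiSeq peaks overlapped by MiSeq peaks the difference was still above 0 but smaller than in all HiSeq peaks, at 0.103 against 0.173 in rings, 0.145 against 0.174 in trophozoites and 0.0601 against 0.113 in schizonts. Averaging over long broad regions could hide a difference. Among MiSeq peaks no longer than the median HiSeq peak of their stage, the difference was 0.0242 in trophozoites, in the direction this would give, but -0.0218 in rings and -0.0453 in schizonts, where fewer than 20 intergenic peaks were left to decide. The background that the MiSeq values imply was also nearly equal in the classes, with medians of 23.0 in intergenic and 21.1 in ORF peaks of rings, 16.2 and 16.1 in trophozoites, and 19.9 and 20.4 in schizonts. The lack of a difference therefore cannot be told apart from the lack of a gap in background, or from values that do not belong to the listed regions, which are taken up next.

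The fold enrichment of MiSeq and HiSeq peaks that overlap was unrelated. Counting noise in short MiSeq peaks might blur a relation, but among MiSeq peaks of 1000 bp or more rho was still only 0.0992 in rings, -0.0288 in trophozoites and 0.0600 in schizonts. A candidate explanation is that the values of the MiSeq lists do not belong to the regions they stand beside. The rho of the pileup between the runs was -0.00581 in trophozoites and -0.0784 in schizonts, as a mismatch would give, while 0.153 in rings, and 0.124 among ring MiSeq peaks of 1000 bp or more, is low but goes against a full mismatch in that list. The length of the MiSeq peak was related to the fold enrichment of the HiSeq peak, with rho of 0.178, 0.265 and 0.208, so the regions themselves carry a signal shared by the runs. The low depth of the MiSeq run was not ruled out, and no biological explanation was tested.

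Trophozoites had the most peaks although their library was smaller, with 82.5% as many tags as rings and 84.6% as many as schizonts. A larger library therefore does not account for the number of peaks. Redundant tags had been removed, at rates of 0.38 in rings, 0.32 in trophozoites and 0.36 in schizonts. Whether this removal, or a smaller library, favours the calling of peaks was not tested. Differences in the efficiency of immunoprecipitation between the single libraries were not testable, so a biological difference cannot be told apart from them.

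Whether genes listed for the H4K8R mutant in Table S1 have a peak more often than random genes of their length was tested as a hypothesis, in lists made from the sign of the H4K8R value. Genes raised in H4K8R schizonts did, with 57.4% of 383 genes against a median of 49.1% for random lists, at percentile 99.98. The other lists were within the range of random lists. Their percentiles were 81.3 for raised genes in rings, 95.6 for raised genes in trophozoites, and 97.45, 85.6 and 10.3 for lowered genes in rings, trophozoites and schizonts. Of the genes with raised H4K8ac binding after TSA in Table S3, 82.9% of 152 had a trophozoite peak, against 76.3% for random lists, at percentile 98.1, while genes with lowered binding were at percentile 60.2. Among these 8 lists 2 were past the threshold. With peaks of q 0.01 or less their percentiles were 99.72 and 99.29, and in the MiSeq run 70.6 and 55.0. The random lists were drawn from all protein-coding genes rather than those measured on the arrays. Genes of Table S1 were not selected for H4K8R alone. Table S3 holds only genes that also changed in expression after TSA, so its result does not cover all genes with changed binding.

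At PF3D7_0632800 on chromosome 6, 1 of the var genes of Fig. 3c, HiSeq peaks numbered 3 in rings, 1 in trophozoites and 1 in schizonts. PF3D7_0900100 on chromosome 9 had 2 in each stage. With peaks of q 0.01 or less, each of these genes had 1 in every stage. All HiSeq peaks at both genes lay within the ORF or across its end. The paper compared these genes by qPCR in a 3D7 clone. Which var gene was active in the cultures sequenced here was not tested. The highest fold enrichments at PF3D7_0632800 were 1.26 in rings, 1.30 in trophozoites and 1.43 in schizonts, and those at PF3D7_0900100 were 1.35, 1.44 and 1.38. The ring peaks of PF3D7_0632800 lie at 1374782 to 1375344, 1377358 to 1377735 and 1379785 to 1380227. Pseudogenes had a peak on or within 500 bp less often than shifted peaks, at 20.3% of 158 in rings, 30.4% in trophozoites and 15.2% in schizonts, against medians of 39.9, 51.9 and 33.5%.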
